# Carm1-arginine methylation of the transcription factor C/EBPα regulates transdifferentiation velocity

**DOI:** 10.7554/eLife.83951

**Published:** 2023-06-27

**Authors:** Guillem Torcal Garcia, Elisabeth Kowenz-Leutz, Tian V Tian, Antonis Klonizakis, Jonathan Lerner, Luisa De Andres-Aguayo, Valeriia Sapozhnikova, Clara Berenguer, Marcos Plana Carmona, Maria Vila Casadesus, Romain Bulteau, Mirko Francesconi, Sandra Peiro, Philipp Mertins, Kenneth Zaret, Achim Leutz, Thomas Graf

**Keywords:** cell fate, transcription factor, gene regulation, blood cell differentiation, lineage choice, transdifferentiation, Mouse

## Abstract

Here, we describe how the speed of C/EBPα-induced B cell to macrophage transdifferentiation (BMT) can be regulated, using both mouse and human models. The identification of a mutant of C/EBPα (C/EBPα^R35A^) that greatly accelerates BMT helped to illuminate the mechanism. Thus, incoming C/EBPα binds to PU.1, an obligate partner expressed in B cells, leading to the release of PU.1 from B cell enhancers, chromatin closing and silencing of the B cell program. Released PU.1 redistributes to macrophage enhancers newly occupied by C/EBPα, causing chromatin opening and activation of macrophage genes. All these steps are accelerated by C/EBPα^R35A^, initiated by its increased affinity for PU.1. Wild-type C/EBPα is methylated by Carm1 at arginine 35 and the enzyme’s perturbations modulate BMT velocity as predicted from the observations with the mutant. Increasing the proportion of unmethylated C/EBPα in granulocyte/macrophage progenitors by inhibiting Carm1 biases the cell’s differentiation toward macrophages, suggesting that cell fate decision velocity and lineage directionality are closely linked processes.

## Introduction

The mechanisms underlying cell fate decisions during differentiation and development have long been a subject of fascination among biologists. It is widely accepted that lineage-restricted transcription factors (TFs) play a crucial role in driving cell differentiation by repressing the old gene expression program while activating new ones at bifurcation points. The balance between antagonistic TFs is a key determinant of cell fate, with the more highly expressed factor silencing the opposing factor (Graf and Enver, 2009; Orkin and Zon, 2008). However, the precise mechanisms, such as how gene silencing and activation are coordinated, and whether factors other than TF levels influence cell fate decisions, are still largely unknown.

A powerful method for studying mechanisms of cell fate decisions is to induce lineage conversions through TF overexpression (Graf, 2002; Zhou and Melton, 2008; Graf and Enver, 2009). An especially efficient system for this purpose is the C/EBPα-induced transdifferentiation of B cells into macrophages, designated here as BMT (Xie et al., 2004 ; Figure 1A). C/EBPα is composed of a bZip DNA-binding domain on its C-terminus and a tripartite transactivation domain on its N-terminus (Figure 1B; Ramberger et al., 2021b). During hematopoiesis, it is most highly expressed in granulocyte-macrophage progenitors (GMPs) (Ohlsson et al., 2016) and its absence inhibits the formation of GMPs, and monocytes/macrophages (Heath et al., 2004; Ma et al., 2014; Zhang et al., 2004). The C/EBPα-induced BMT requires partnership with the TF PU.1, which participates in regulatory networks of both B/T cells and in myeloid cells (Rothenberg, 2014; Laiosa et al., 2006; Heinz et al., 2010; Arinobu et al., 2007; Leddin et al., 2011; Singh et al., 1999).

**Figure 1.**
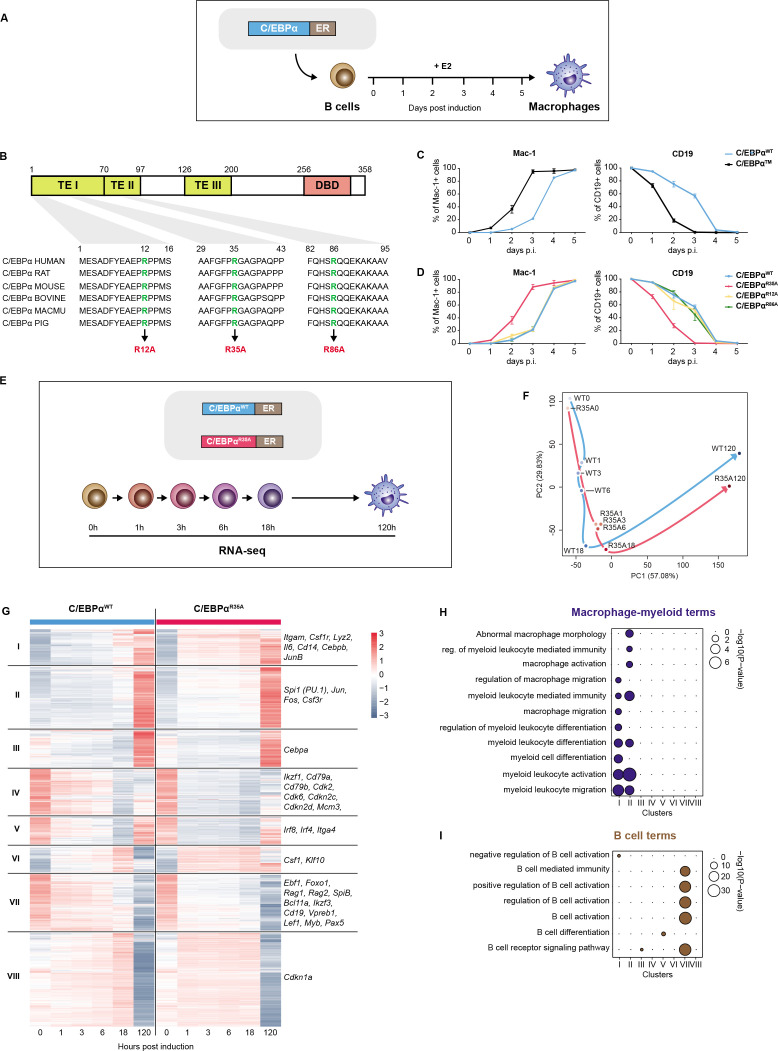
A mutation of arginine 35 in C/EBPα accelerates C/EBPα-induced B cell to macrophage transdifferentiation (BMT). (**A**) Schematics of the BMT method using primary cells. Bone marrow-derived pre-B cells infected with C/EBPα-ER-GFP retrovirus were treated with E2 to induce the factor’s translocation into the nucleus, inducing a BMT within 4–5 days as assessed by Mac-1 and CD19 expression. (**B**) C/EBPα structure (TE = transactivation element; DBD = DNA-binding domain) and location of conserved arginines R12, R35, and R86. (**C**) Kinetics of BMT induced by C/EBPα wild-type (WT) and C/EBPα with alanine replacements of R12, R35, and R86. BMT (mean ± s.d., n=3). (**D**) As in (**C**) but comparing the effects of separate mutations in the three arginines, showing that C/EBPα^R35A^ is the critical residue. (**E**) Schematics of experimental approach for RNA-sequencing (RNA-seq) of B cells infected with either C/EBPα^WT^-ER or C/EBPα^R35A^-ER retroviral constructs induced for various timepoints. (**F**) Principal component analysis (PCA) of 11,780 differentially expressed genes during BMT (n=2). Trajectories connecting individual timepoints are visualized in blue for the wild-type and in red for the mutant. (**G**) Hierarchical clustering of differentially expressed genes with examples shown next to each cluster. (**H–I**) Gene Ontology (GO) enrichment analysis of macrophage-myeloid (**H**) and B cell (**I**) terms of the clusters from (**G**). Diameter of circles is proportional to the p-value.

**Figure 1—figure supplement 1.**
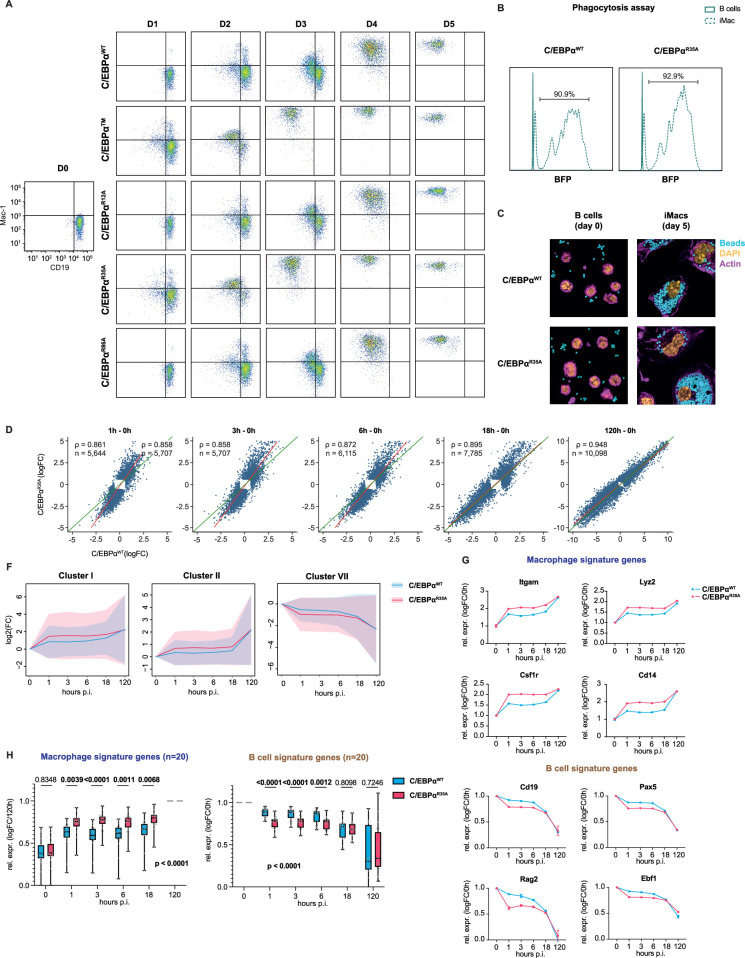
Mutation of arginine 35 in C/EBPα accelerates B cell gene silencing and macrophage gene activation. (**A**) FACS plots of Mac-1 (CD11b) and CD19 expression in B cells induced with C/EBPα^WT^, C/EBPα, C/EBPα^R12A^, C/EBPα^R35A^, or C/EBPα^R86A^ at different days post induction. (**B**) Histograms showing fluorescence intensity by flow cytometry of internalized BFP carboxylated beads in C/EBPα^WT^ and C/EBPα^R35A^-induced B cells (dashed line) incubated overnight. Data for uninduced control B cells are represented by a continuous line. Percentage of phagocytic cells is indicated. (**C**) Immunofluorescent images of uninduced (day 0) and 5 days-induced B cells incubated overnight with BFP carboxylated beads. DNA was stained with picogreen (P7589) and F-actin with phalloidin Alexa Fluor 568. (**D**) Scatterplots showing gene expression changes at 1, 3, 6, 18, and 120 hpi relative to 0 hr for B cells induced with either C/EBPα^WT^ or C/EBPα^R35A^. Red line = regression line fitted to each scatterplot; green line = identity line (x=y); ρ=Spearman correlation coefficient; n=number of differentially expressed genes. (**F**) Kinetics of gene expression of clusters I, II, and VII of B cells induced with either C/EBPα^WT^ or C/EBPα^R35A^ at different times post induction. The Y axis shows log2-fold changes relative to uninduced cells. The lines and the shaded backgrounds correspond to the mean ± 1.64 s.d., n=1103–1868. (**G**) RNA expression levels of key macrophage or B cell genes in B cells induced by either C/EBPα^WT^ or C/EBPα^R35A^ relative to 0 hr (mean ± s.d., n=2). (**H**) RNA expression levels of selected macrophage and B cell signature genes in B cells induced by either C/EBPα^WT^ or C/EBPα^R35A^ relative to 120 hr and 0 hr, respectively (median and quartiles are represented, n=20, statistical significance was determined using multiple paired Student’s t-test for individual timepoint comparisons as well as two-way ANOVA for overall statistical significance).

Post-translational modifications of TFs can have a significant impact on their structure, subcellular localization, interactions with other proteins and activity (Deribe et al., 2010; Torcal Garcia and Graf, 2021). Recently, specific protein arginine methyltransferases (PRMTs) that effect arginine modifications resulting in asymmetric or symmetric di- or mono-methylation have gained prominence (Wu et al., 2021; Guo et al., 2010; Kawabe et al., 2012; Kowenz-Leutz et al., 2010). In the context of cell fate decisions, Carm1 (Prmt4) is of particular interest as it is crucial for early embryo development, muscle regeneration, adipogenesis, and cancer (Kawabe et al., 2012; Kim et al., 2010; Li et al., 2013; Torres-Padilla et al., 2007; Yadav et al., 2008).

## Results

Our study revealed that Carm1-mediated methylation of a specific arginine located in the intrinsically disordered transcription activation domain of C/EBPα plays a critical role in regulating the speed of transdifferentiation induced by this factor. In its mutated or unmethylated form C/EBPα induces BMT at a dramatically increased velocity, initiated by a higher interaction affinity for its partner TF PU.1. This triggers the acceleration of chromatin accessibility changes and the redistribution of PU.1 from B- to M-GREs. The methyltransferase involved in the methylation of C/EBPa is Carm1, and it plays a role in determining the lineage directionality of GMPs.

### A mutation of C/EBPα at arginine 35 accelerates BMT

In ongoing efforts to identify mutants of C/EBPα in post-translationally modified amino acids that affect BMT (Figure 1A), we used retroviral constructs with C/EBPα fused to ER and inducible by 17ß-estradiol (E2). Rather than finding loss-of-function mutations as expected, we identified one that dramatically accelerates the pace of BMT (Figure 1B and C). This mutant (C/EBPα) contains alanine replacements of three evolutionarily conserved arginines located in the N-terminal TEI and TEII transcription activation elements of C/EBPα.

The individual contributions of the three arginines to the cells’ phenotype were studied by testing the effect of single alanine replacements for R12, R35, and R86, again using E2-inducible constructs. Results showed that C/EBPα^R35A^ recapitulated the phenotype induced by C/EBPα, while R12A and R86A essentially displayed no effect (Figure 1D and Figure 1—figure supplement 1A). R35A cells induced for 120 hr resembled normal macrophages, showing extensive F-actin filaments and eccentric nuclei, as well as high phagocytic capacity (Figure 1—figure supplement 1B, C). These findings indicate that replacing arginine 35 with alanine in C/EBPα dramatically increases the speed of induced BMT, generating macrophage-like cells similar to those obtained with the wild-type.

### C/EBPα^R35A^ hastens early gene expression changes of lineage-associated genes

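For the RNA-seq, B cells from mouse bone marrow were infected with a retrovirus carrying C/EBPα WT or C/EBPα R35A, each fused to the estrogen receptor, which keeps the factor out of the nucleus until estradiol (E2) is added. Cells were collected before induction (0 hpi) and at 1, 3, 6, 18 and 120 hr post induction (hpi), with 2 biological replicates for each of the 12 combinations of construct and timepoint, 24 libraries in all. As the paper's methods state, the authors aligned the reads to mm10 with STAR, counted them on genes and normalized the counts with DESeq2. The tables used here hold counts without normalization for 40354 genes and log2 normalized counts for 19067 genes. Every log2 value was recovered from the counts as the log2 of the count divided by the authors' size factor of the library, with 1 added. The total count per library lay between 13044456 and 16546385 for wild-type cells, with a median of 14710750.5, and between 13683736 and 20580185 for R35A cells, with a median of 16439897. The counts were analysed with edgeR's quasi-likelihood test after TMM normalization, in a single fit over the 24 libraries, for the 16988 genes that passed edgeR's low-count filter. For changes from 0 hpi of the same construct, the thresholds of the paper's methods were applied, a log2 fold change of at least 0.5849625, here in either direction (1.5-fold), and a p of at most 0.05, taken as unadjusted since the methods do not say. Every other comparison used the same fold change with a Benjamini-Hochberg adjusted p of at most 0.05. Expression of single genes is given in CPM, counts scaled to a common library size with the TMM factors, as the mean and SD of the replicates. The common biological coefficient of variation between replicates was 3.17%. The p-values rest on this spread between 2 replicates in each group. The paper's text does not say whether these came from separate mice or infections, so variation at that level may not be covered. A gene with 3 or fewer counts in every library of a group was taken to be at the detection floor there, and a fold against such a group is given as a lower bound.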

To investigate the impact of C/EBPα^R35A^ on gene expression, we conducted RNA-sequencing (RNA-seq) on infected B cells spanning very early to late timepoints (0, 1, 3, 6, 18, and 120 hr; Figure 1E). 

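Compared with 0 hpi, 3620 genes changed in wild-type cells at 1 hpi, 4214 at 3 hpi, 5295 at 6 hpi, 8111 at 18 hpi and 10832 at 120 hpi. In R35A cells, 6458, 6400, 6537, 7367 and 10779 genes changed at the same timepoints. Over all timepoints, 14048 genes changed in wild-type or R35A cells, of which 13033 did so in wild-type cells, 12756 in R35A cells and 11741 in both. Testing every gene with at least 1 count, without the low-count filter, moved this total most, to 17613 genes. With a 2-fold threshold in place of the 1.5-fold threshold, 10995 genes changed, and with Benjamini-Hochberg adjusted p, 13949 genes did. Both together left 10932 genes.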

The analysis revealed 11,780 genes whose expression changed by more than twofold throughout BMT in either system. 

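The PCA was computed, as in the paper's methods, on the authors' log2 normalized counts, averaged over replicates and scaled to unit variance for each gene, over the 14020 changed genes that the table of log2 values holds. PC1 carried 56.1% of the variance and PC2 27.8%. On PC2, wild-type cells moved from 111.5 at 0 hpi to 31.1 at 1 hpi, 17.8 at 3 hpi, −3.21 at 6 hpi and −69.2 at 18 hpi, and stood at 37.35 at 120 hpi. R35A cells moved from 99.9 at 0 hpi to −47.6 at 1 hpi, −48.1 at 3 hpi, −51.3 at 6 hpi and −76.2 at 18 hpi, and stood at −1.94 at 120 hpi. On PC1, wild-type cells reached 195.3 and R35A cells 178.8 at 120 hpi. Without scaling of the genes, the setting that moved these shares most, PC1 carried 73.7% and PC2 18.3%.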

Principal component analysis (PCA) showed a pronounced acceleration of gene expression changes in cells infected with the mutant virus compared to the wild-type. At just 1 hpi, the gene expression patterns in C/EBPα^R35A^-infected cells were similar to those of 18 hpi wild-type-infected cells, reaching similar expression levels at 120 hpi. 

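In the plane of PC1 and PC2, R35A cells at 1 hpi lay closest to wild-type cells at 18 hpi, at a distance of 27.9 against 79.9 to wild-type cells at 1 hpi, a ratio of 0.349. With all genes past the low-count filter in place of the changed genes, which moved this ratio most, it was 0.340. R35A cells at 3 and 6 hpi were also closest to wild-type cells at 18 hpi, at distances of 32.3 and 26.5. Over the same genes, the root mean square (RMS) difference in log2 normalized counts between a library of R35A cells at 1 hpi and one of wild-type cells at 18 hpi ranged from 0.595 to 0.606. Replicates differed by 0.348 to 0.563, so each of these pairs differed more than any pair of replicates. Between R35A cells at 1 hpi and wild-type cells at 18 hpi, 1779 genes differed, 1301 of them higher and 478 lower in R35A cells, and 761 differed at a 2-fold threshold. At 120 hpi, R35A and wild-type cells lay 42.6 apart in the plane, 0.161 of the distance between wild-type cells at 0 and 120 hpi. The RMS difference between their libraries at 120 hpi was 0.836 to 0.879.

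**Figure D1:**
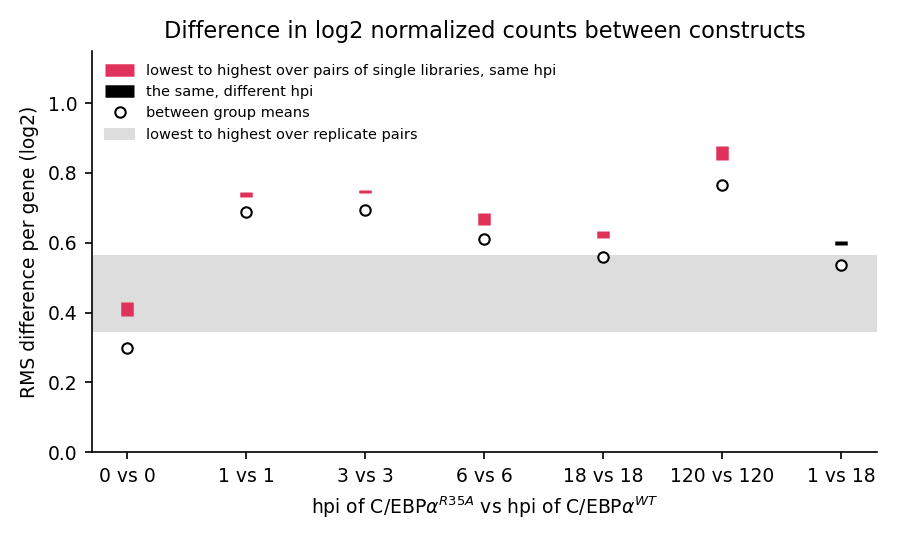
RMS difference per gene in log2 normalized counts between C/EBPα R35A and C/EBPα WT cells at each hpi, and between C/EBPα R35A cells at 1 hpi and C/EBPα WT cells at 18 hpi. Thick lines span the pairs of single libraries, open circles mark the difference between group means, and the grey band spans the replicate pairs, from 0.348 to 0.563. At 0 hpi the pairs lie within the band, and at every later hpi they lie above it.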

The largest differences in gene expression between the wild-type and mutant cells were observed between 0 and 1 hpi (Figure 1F and Figure 1—figure supplement 1D).

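In a direct comparison of the constructs, 0 genes differed between R35A and wild-type cells at 0 hpi, with 261 at an unadjusted p of at most 0.05 and the same fold change. At 1 hpi, 3285 genes differed, 1445 higher and 1840 lower in R35A cells, while with DESeq2's size factors in edgeR 1734 were higher and 1642 lower, and with a DESeq2 Wald test 1479 and 1446. The number was 2886 at 3 hpi, 2331 at 6 hpi, 1711 at 18 hpi and 3187 at 120 hpi, where 2103 genes were higher and 1084 lower. From 0 to 1 hpi, by adjusted p, 3388 genes changed in wild-type cells, 1814 up and 1574 down, and 6329 in R35A cells, 3110 up and 3219 down (3554 up and 2847 down with DESeq2's size factors). The mean profiles at 0 and 1 hpi differed by an RMS of 0.817 in wild-type cells and 1.197 in R35A cells. Across the 7155 genes that changed in either construct at 1 hpi, the log2 fold changes of the constructs had a Spearman rho of 0.818, and the slope of R35A on wild-type cells was 1.16. The direction was shared by 92.1% of these genes, and of the 6590 genes that shared it 83.2% changed more in R35A cells. The slope was 1.21 at 3 hpi, 1.09 at 6 hpi, 0.955 at 18 hpi and 0.915 at 120 hpi, with a rho of 0.817, 0.838, 0.861 and 0.932. Computed over all tested genes, which moved rho at 1 hpi most, it was 0.744. These correlations run across genes, which are not independent replicates, and each construct was set against its own libraries at 0 hpi.

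**Figure D2:**
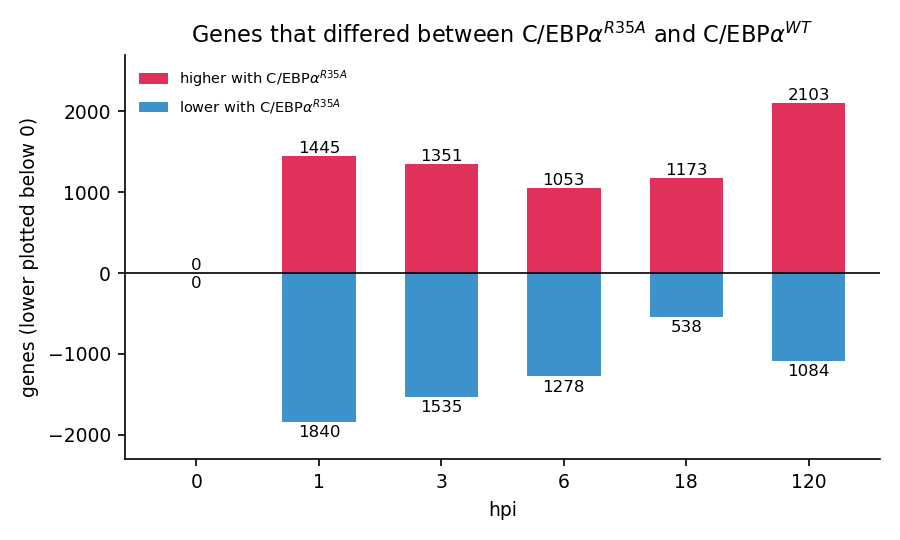
Number of genes higher (above 0) and lower (below 0) in C/EBPα R35A than in C/EBPα WT cells at each hpi, at an adjusted p of at most 0.05 and a 1.5-fold difference, each bar marked with its count. The counts are 0 at 0 hpi, and at 120 hpi the bar of higher genes, 2103, is the tallest of the 6 timepoints.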

Hierarchical clustering of the 11,780 differentially expressed genes (DEGs) resulted in eight clusters (Figure 1G). 

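Clustering was repeated with the settings the paper's methods name (Pearson correlation distance, ward.D2 linkage and scaled rows) on the averaged log2 normalized counts, cut into 8 clusters. The clusters held 4425, 2957, 1918, 1456, 1178, 842, 628 and 616 genes. They were matched to those of the paper only through the genes that the paper names for each cluster. All 7 genes named for cluster I, all 4 named for cluster II and the gene named for cluster III fell into the cluster of 2957 genes. The cluster of 1918 genes held all 12 genes named for cluster VII. For cluster IV, 5 of the 8 named genes fell into the cluster of 1456 genes, and 2 of the 3 genes named for cluster V into that of 1178 genes. The gene named for cluster VIII lay in the cluster of 4425 genes. With average linkage, which moved the sizes most, the clusters ranged from 2 to 6569 genes.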

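The direction of the difference between the constructs at 1 hpi was counted in each cluster. In the cluster that held Itgam, Lyz2, Csf1r and Cd14, 76.2% of the genes had a higher log2 fold change in R35A cells, with a mean of 1.07 against 0.63 in wild-type cells. The difference in change passed the thresholds for 479 of these genes upward and for 26 downward. In the cluster that held Pax5, Ebf1 and Rag2, 88.3% had a lower log2 fold change in R35A cells, with a mean of −1.07 against −0.45, and 493 genes passed downward and 6 upward. The shares of genes lower in R35A cells were 89.1% in the cluster that held Cdk2, Cdk6 and Mcm3 and 96.3% in that of Ikzf1, with 528 and 216 genes past the thresholds downward and 3 and 0 upward. In the remaining clusters, the share of genes higher in R35A cells was 60.3% beside Cdkn1a, 80.3% beside Klf10 and 76.8% beside Csf1, and in that of Irf8 and Itga4 69.4% of the genes were lower. With the genes changed by adjusted p, the cluster of Itgam had 79.97% of its genes higher and the cluster of Pax5 had 78.42% lower. Average linkage moved these shares most, to 61.84% and 45.56%.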

Most genes in clusters I, II, IV, and VIII showed faster activation by C/EBPα^R35A^, while those in clusters IV, V, and VII showed faster silencing. Clusters I and II were enriched for macrophage-myeloid-related Gene Ontology (GO) terms and included the myeloid genes *Itgam, Lyz2, Csf1r,* and *Cd14* (Figure 1H and Figure 1—figure supplement 1F, G). On the other hand, cluster VII was enriched for B cell-related GO terms and included the B cell genes *Cd19, Pax5, Ebf1,* and *Rag2* (Figure 1I and Figure 1—figure supplement 1F, G). 

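Itgam, which encodes CD11b, lies on chromosome 7 of mm10 from 128062640 to 128118491 on the plus strand. Its expression rose from 1.97 ± 0.0145 CPM (SD, n = 2) at 0 hpi to 20.5 ± 0.298 CPM at 1 hpi in wild-type cells, and from 1.99 ± 0.507 to 54.0 ± 0.55 CPM in R35A cells. The change was larger in R35A cells by a log2 difference of 1.41 (standard error 0.242, adjusted p = 4.73e-06, edgeR with Benjamini-Hochberg adjustment). Lyz2, the gene of a macrophage lysozyme, lies on chromosome 10 from 117277331 to 117282321 on the minus strand, next to its paralog Lyz1. It rose from 37.0 ± 0.78 to 628 ± 5.75 CPM in wild-type cells and from 34.4 ± 1.16 to 2818 ± 0.586 CPM in R35A cells, a log2 difference of 2.27 (standard error 0.0558, adjusted p = 5.98e-35). Csf1r encodes the receptor of macrophage colony-stimulating factor and lies on chromosome 18 from 61100598 to 61132149 on the plus strand. It went from 7.69 ± 0.112 to 116 ± 1.35 CPM in wild-type cells and from 6.15 ± 0.389 to 550 ± 7.85 CPM in R35A cells, and the changes differed by 2.56 on the log2 scale (standard error 0.104, adjusted p = 2.21e-26). Cd14 is on the minus strand of the same chromosome, from 36725067 to 36726798. Its CPM was 3.11 ± 0.904 and then 19.1 ± 1.41 in wild-type cells, and 2.68 ± 0.0197 and then 75.2 ± 1.85 in R35A cells, a log2 difference of 2.20 (standard error 0.188, adjusted p = 3.97e-14). For each of the 4 genes, both R35A replicates at 1 hpi exceeded both wild-type replicates. By 120 hpi, R35A cells had less Csf1r than wild-type cells (log2 fold change −0.26, adjusted p = 1.02e-09) and less Cd14 (−0.49, adjusted p = 3.26e-17), and more Itgam (0.31, adjusted p = 3.12e-10) and Lyz2 (0.90, adjusted p = 3.26e-30).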

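Pax5, on the minus strand of chromosome 4 of mm10 from 44524757 to 44710487, encodes a transcription factor of B cells. Within 1 hr of induction it declined from 879 ± 5.5 CPM (SD, n = 2) to 261 ± 1.79 CPM in wild-type cells and from 814 ± 1.47 to 79.4 ± 0.494 CPM in R35A cells. The log2 difference between these changes was −1.61 (standard error 0.0558, adjusted p = 3.61e-29, same edgeR test). Ebf1, another B cell transcription factor gene, is on chromosome 11 from 44617317 to 45008091 on the plus strand. Its CPM went from 425 ± 2.49 to 217 ± 0.884 in wild-type cells and from 396 ± 6.38 to 73.5 ± 1.56 in R35A cells, a log2 difference of −1.46 (standard error 0.0522, adjusted p = 1.31e-28). Rag2, a recombinase gene on chromosome 2 from 101624718 to 101632529 on the plus strand, was less abundant. It changed from 17.6 ± 0.272 to 9.11 ± 0.145 CPM in wild-type cells and from 15.2 ± 1.02 to 1.74 ± 0.251 CPM in R35A cells, a log2 difference of −2.18 (standard error 0.204, adjusted p = 1.05e-12). At 120 hpi Rag2 was at the detection floor in both constructs, at least 67.9-fold lower than at 0 hpi in wild-type cells and at least 66.9-fold lower in R35A cells. All 3 genes were lower at 1 hpi in both R35A replicates than in either wild-type replicate.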

The kinetics of macrophage- and B cell-restricted genes (Figure 1 and Figure 1—figure supplement 1G, H) further highlight the acceleration of BMT induced by C/EBPα^R35A^.

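The paper's methods name 20 B cell genes and 20 macrophage genes for these kinetics, without saying how they were chosen, and 2 symbols that match no gene as printed (Pou2a1 and Tnsf9) were read as Pou2af1 and Tnfsf9. The change from 0 hpi in R35A cells was compared with that in wild-type cells gene by gene. For the B cell genes, the median log2 difference was −1.52 at 1 hpi, −1.27 at 3 hpi, −1.04 at 6 hpi and −0.32 at 18 hpi, with 20, 20, 20 and 16 of the 20 genes lower in R35A cells. With fry, limma's rotation test for gene lists, the Benjamini-Hochberg adjusted p over 10 tests was 7.80e-19, 2.13e-18, 8.76e-17 and 1.73e-09. By adjusted p without a fold threshold, 19, 19, 19 and 14 of the 20 genes differed over all genes tested, and 19, 19, 19 and 15 when adjusted over the list alone, a count that is not independent evidence if the list was chosen on these libraries. At 120 hpi the median was 0.48, or 0.20 with counts set to at least 3, a setting chosen after seeing the data, and 0.20 without 1 R35A library at 120 hpi (replicate 2). At that timepoint 14 genes were higher, fry gave a downward adjusted p of 0.0237, a block on the replicate number 0.107, and limma's camera test 0.361. For the macrophage genes, the median difference was 1.31, 1.99, 1.47 and 1.40 from 1 to 18 hpi, with all 20 genes higher at each timepoint, and 1.28, 1.82, 1.48 and 1.37 with counts set to at least 3. Their fry adjusted p was 1.73e-09, 6.30e-11, 5.32e-10 and 5.32e-10, and 16, 19, 17 and 16 genes differed over all genes tested, against 17, 19, 17 and 16 adjusted over the list alone. At 120 hpi the median was −0.18 (adjusted p = 0.0576, with 8 of the 20 genes higher), and −0.03 without 1 R35A library at 0 hpi (replicate 2) or −0.30 without 1 wild-type library at 0 hpi (replicate 1). Its adjusted p was 0.0295 with DESeq2's size factors and 0.0484 with the block. Every camera result from 1 to 18 hpi also held under fry. From the kinetics of the macrophage- and B cell-restricted genes, the paper concludes that C/EBPα R35A accelerates BMT.

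**Figure D3:**
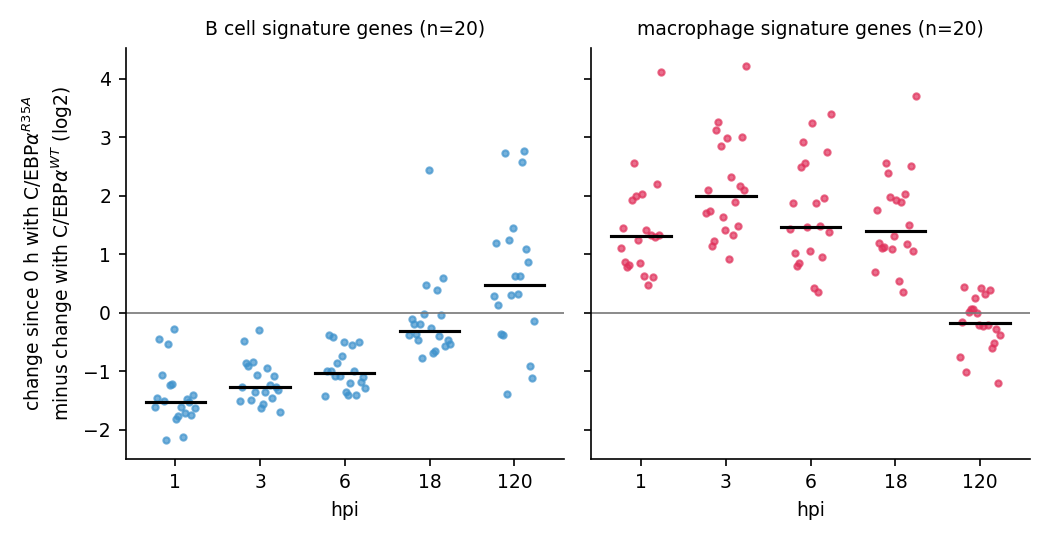
Change from 0 hpi in C/EBPα R35A cells minus the change in C/EBPα WT cells, on the log2 scale, for each of the 20 B cell signature genes (left) and the 20 macrophage signature genes (right) at 1 to 120 hpi. Each point is a gene and each black line the median, which for the B cell genes goes from −1.52 at 1 hpi to 0.48 at 120 hpi and for the macrophage genes from 1.31 to −0.18.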

Through examination of thousands of differentially regulated lineage-associated genes, these results extend the distinction between C/EBPα mutant- and wild-type-induced BMT observed by FACS. Here, however, the most significant differences in gene expression were found at the earliest stages (1–3 hpi).

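The difference between the constructs in the change from 0 hpi was tested for every gene as an interaction of construct and time. It passed the thresholds for 2384 genes at 1 hpi (899 up and 1485 down in R35A cells), 2202 at 3 hpi (939 up, 1263 down, and 948 up, 946 down with a DESeq2 Wald test), 1742 at 6 hpi (724 up, 1018 down), 1421 at 18 hpi (930 up, 491 down) and 2460 at 120 hpi (1673 up, 787 down). By adjusted p without a fold change threshold, the counts were 5778, 5259, 4403, 3678 and 5651. With a 2-fold threshold, they were 1289, 1176, 861, 725 and 1472. Of the genes called at 1 hpi, 1926 were shared with the 2072 that the Wald test called. The genes with the largest differences at 1 hpi whose replicates did not overlap between constructs were taken by the fixed rule for named genes. Of the 5 upward, Acod1 rose at least 179-fold in R35A cells and at least 13.6-fold in wild-type cells (adjusted p = 3.22e-04), and Fpr2 at least 45.3-fold and 1.53-fold (adjusted p = 3.72e-04). Lyz1, the paralog of Lyz2, rose at least 12.9-fold and 1.93-fold (adjusted p = 0.0171). Gbgt1 (adjusted p = 0.0209) had 11 and 4 counts in the R35A replicates at 1 hpi and 0 in both wild-type replicates. For n-R5-8s1, a ribosomal RNA gene (adjusted p = 0.0152), the log2 difference of 5.76 rested on a wild-type library at 0 hpi with 151 counts, and without it (replicate 1) was 2.64. Of the 5 downward, Enpep fell from 254.1 ± 2.99 (SD, n = 2) to 17.53 ± 0.485 CPM in R35A cells and from 268 ± 10.5 to 125.3 ± 3.62 CPM in wild-type cells, a log2 difference of −2.76 (adjusted p = 6.42e-35). The differences were −3.01 for Baiap3 (adjusted p = 6.32e-07), −2.70 for Col6a6 (adjusted p = 1.67e-09) and −2.68 for Dnajc6 (adjusted p = 6.70e-20). Mgl2 (adjusted p = 0.00175) was at the detection floor in R35A cells at both timepoints and at least 2.38-fold higher at 1 than at 0 hpi in wild-type cells.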

### C/EBPα^R35A^ accelerates chromatin remodeling at regulatory elements of lineage-restricted genes

To examine the chromatin remodeling accompanying induced gene expression changes during BMT, we conducted an assay for transposase-accessible chromatin sequencing (ATAC-seq) (Buenrostro et al., 2015) of samples collected at multiple timepoints after activation of C/EBPα^WT^ and C/EBPα^R35A^ (Figure 2A). Our analysis identified 91,830 regions that showed significant differences in chromatin accessibility throughout wild-type- or mutant-induced BMT, representing in their vast majority TF-bound GREs (Buenrostro et al., 2015). These regions were grouped into (1) faster opening GREs induced by C/EBPα^R35A^, with the highest accessibility at 120 hpi (43,429 GREs); (2) faster closing GREs, most accessible at 0 hpi (36,380 GREs); and (3) transiently opening GREs, most accessible at 18hpi (12,021 GREs) that showed little differences between the two conditions (Figure 2—figure supplement 1A,B). PCA of the differential ATAC peaks further confirmed the acceleration of chromatin accessibility changes by C/EBPα^R35A^, with the coordinates of the 1–6 hpi C/EBPα^R35A^ samples resembling those of the 18 hpi C/EBPα^WT^ sample (Figure 2B).

**Figure 2.**
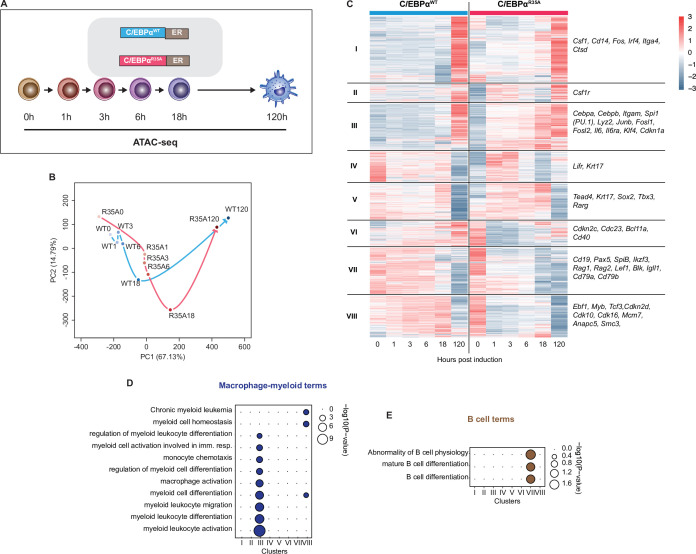
C/EBPα^R35A^ accelerates chromatin accessibility at gene regulatory elements of lineage-restricted genes. (**A**) Experimental approach used for chromatin accessibility profiling. B cells infected with either C/EBPα^WT^-ER or C/EBPα^R35A^-ER retroviral constructs (n=2 biological replicates) were induced for the indicated times and processed for assay for transposase-accessible chromatin sequencing (ATAC-seq). (**B**) Principal component analysis (PCA) of differential chromatin accessibility dynamics during B cell to macrophage transdifferentiation (BMT) induced by C/EBPα^WT^ or C/EBPα^R35A^, based on 91,830 ATAC-seq peaks differentially called for the two conditions. Arrows connecting individual timepoints show trajectories. (**C**) Hierarchical clustering of differentially accessible promoters (14,233 peaks) with representative genes shown next to each cluster. (**D, E**) Gene Ontology analysis of macrophage-myeloid (**D**) and B cell (**E**) terms of each cluster. Diameter of circles is proportional to the p-value.

**Figure 2—figure supplement 1.**
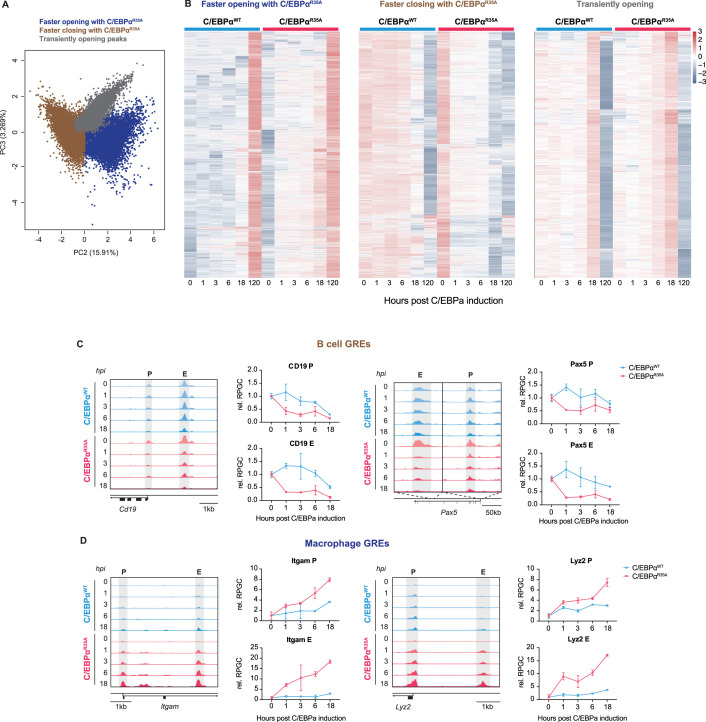
C/EBPα^R35A^ accelerates chromatin remodeling at regulatory elements of lineage-restricted genes. (**A**) Principal component analysis (PCA) of individual peaks showing PC2 and PC3 and the three clusters that were generated (n=91,830 peaks). (**B**) Three clusters were generated from PCA shown in (**A**), showing regions that are opened more rapidly with C/EBPα^R35A^ (blue); regions that are closed more rapidly with C/EBPα^R35A^ (brown); and regions that peak at 18 hr and are closed at 120 hr (gray). (**C, D**) Chromatin accessibility kinetics of key B cell GREs (**C**) and macrophage GREs (**D**). Genome browser views of ATAC peaks (gray highlights; P=promoter, E=enhancer) corresponding to GREs of B cell genes (*Cd19* and *Pax5*) and macrophage genes (*Itgam (Mac-1*) and *Lyz2*). The coordinates of these GREs are: *Cd19* promoter, chr7:126414750–126415070; *Cd19* enhancer, chr7:126416582–126417061; *Pax5* promoter, chr4:44710658–44711033; *Pax5* enhancer, chr4:44671014–44673084; *Itgam* promoter, chr7:128062560–128062764; *Itgam* enhancer, chr7:128065643–128065864; *Lyz2* promoter, chr10:117281959–117282561; *Lyz2* enhancer, chr10:117284863–117285593. Kinetics of chromatin accessibility at different timepoints are displayed as reads per genomic content relative to 0 hpi (RPGC).

Focusing on differentially remodeled promoter regions, we found 14,233 and these were grouped into eight clusters (Figure 2C). Promoter-associated genes in clusters I, II, and III exhibited dramatically accelerated opening dynamics for C/EBPα^R35A^, while genes in clusters VII and VIII showed accelerated closing. GO analysis revealed an enrichment of macrophage terms for cluster III, which included the macrophage-restricted genes *Itgam* and *Lyz2* (Figure 2C). C/EBPα^R35A^ already initiated chromatin opening at promoters and enhancers of *Itgam* and *Lyz2* within 1 hpi, and this increased over time much more rapidly than with C/EBPα^WT^ cells (Figure 2—figure supplement 1C). Conversely, faster closing promoters in cluster VIII were enriched for B cell-related GO terms and included the B cell genes *Cd19*, *Pax5,* and *Rag2* (Figure 2C and E). The kinetics of chromatin closing were likewise accelerated at B cell GREs. Strikingly, however, as exemplified for *Cd19* and *Pax5*, while mutant-induced changes occurred already at 1 hpi and progressed from there onward, the same sites showed a transient chromatin opening in wild-type-induced cells (Figure 2—figure supplement 1D).

Our results show that C/EBPα^R35A^ is more effective than C/EBPα^WT^ in inducing changes of chromatin closing and opening at B- and M-GREs. However, while the mutant acts immediately to close chromatin, wild-type-induced chromatin closing is preceded by a transient chromatin opening, as is also reflected by a transient increase in gene expression (Figure 1—figure supplement 1F, G). This is in line with the recently described Gata1-induced silencing of the *Kit* gene enhancer during erythroid cell differentiation, which becomes transiently activated (Vermunt et al., 2023). It is also noteworthy that despite progressive alterations in chromatin accessibility at B- and M-GREs during BMT induction (Figure 2—figure supplement 1D), essentially no changes in gene expression were observed between 6–18 hpi, suggesting that chromatin remodeling is uncoupled from gene expression during this phase of the process.

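Transient increases were counted among the 6832 genes that were lower at 120 hpi than at 0 hpi in wild-type cells. Of these, 597 were higher than at 0 hpi at 1 hpi, 831 at 3 hpi and 1101 at 6 hpi, and 1240 at any of these timepoints. At 18 hpi, 20 of the 1240 genes were lower than at 0 hpi. In the same set, 1192 genes were already lower at 1 hpi in wild-type cells. R35A cells had 1269 of the 6832 genes higher at 1, 3 or 6 hpi, of which 3 were lower at 18 hpi. A 2-fold threshold moved the count of wild-type cells most, to 434 genes. A list of 12 fibroblast markers, fixed before the data were examined, was used to look for RNA of feeder cells. In wild-type cells all 12 rose by 1, 3 and 6 hpi, with median log2 fold changes of 0.99, 1.26 and 1.21. At 120 hpi 10 were lower than at 0 hpi and 2 higher. How many of the 1240 genes reflect feeder RNA was not tested. Of the 20 B cell signature genes, 0 were higher in wild-type cells at 1, 3 or 6 hpi, by adjusted or by unadjusted p, and all 20 were lower at each of the 3 timepoints. At 1 hpi their log2 fold changes in wild-type cells ran from −0.61 for Igll1 to −2.52 for Ikzf3.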

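Between 6 and 18 hpi, 2265 genes changed in wild-type cells, 558 up and 1707 down, and 727 in R35A cells, 258 up and 469 down. A 2-fold threshold left 1208 and 270 genes. In wild-type cells the B cell signature genes had a median log2 fold change of −1.86 from 6 to 18 hpi, and by adjusted p without a fold threshold all 20 were lower at 18 hpi, both over all genes tested and adjusted over the list alone. The median in R35A cells was −1.08, with 19 genes changed over all genes tested and 20 adjusted over the list alone. The macrophage signature genes rose over this interval by a median of 0.66 in wild-type cells, or 0.51 with counts set to at least 3, with 13 genes changed over all genes tested and 13 adjusted over the list alone. Their median in R35A cells was 0.40, with 16 changed and 18 adjusted over the list alone. From 18 to 120 hpi, 10271 genes changed in wild-type cells.

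**Figure D4:**
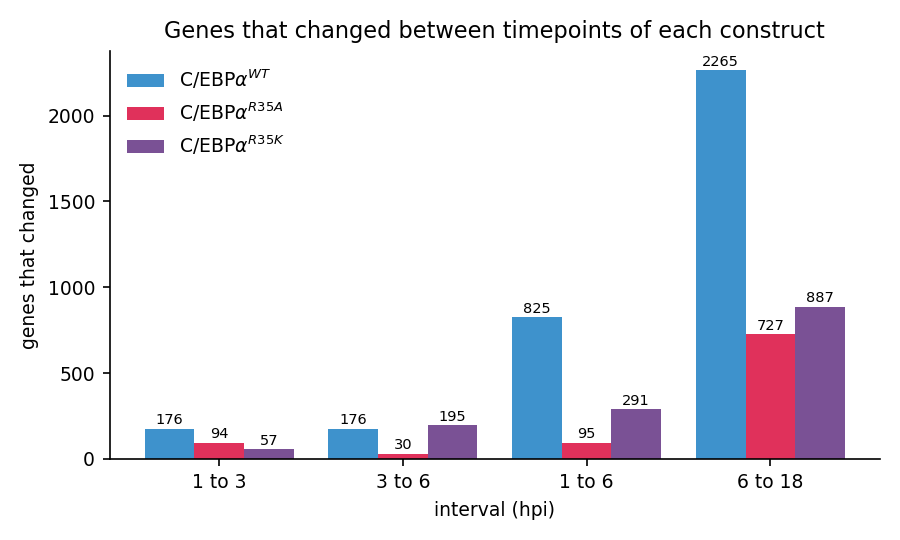
Number of genes that changed between successive timepoints (1 to 3, 3 to 6, 1 to 6 and 6 to 18 hpi) within C/EBPα WT, C/EBPα R35A and C/EBPα R35K cells, at an adjusted p of at most 0.05 and a 1.5-fold change, each bar marked with its count. In all 3 constructs the interval from 6 to 18 hpi has the tallest bar, with 2265 genes in C/EBPα WT, 727 in C/EBPα R35A and 887 in C/EBPα R35K cells.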

### C/EBPα^35A^ preferentially interacts with PU.1

To determine if the enhanced ability of the mutant to modify chromatin accessibility was due to differences in DNA binding capacity, we compared nuclear extracts of 293T transfected with C/EBPα^WT^ and C/EBPα^R35A^. An electrophoretic mobility shift assay (EMSA) revealed no significant differences in overall DNA binding affinities between the two C/EBPα forms (Figure 3—figure supplement 1A).

We next explored whether the differences are due instead to the mutant’s preferential interaction with other proteins, performing a de novo motif discovery analyses on differentially accessible GREs. Results in Figure 3A showed that faster and transiently opening GREs were enriched for AP-1/leucine zipper family TF motifs (c-Fos, c-Jun, and JunB), known to heterodimerize with C/EBPα and activate myeloid genes (Cai et al., 2008). In contrast, faster closing GREs were mostly enriched for ETS family TF motifs (Ets1, Fli1, SpiB, and Gabpa), linked to B cell lineage differentiation and function (Eyquem et al., 2004; Hu et al., 2001; Xue et al., 2007). Of note, the Spi1 (PU.1) motif was enriched in both the accelerated chromatin opening and closing groups (Figure 3B and Figure 3—figure supplement 1B), possibly reflecting the known dual roles of PU.1 in B cells and macrophages (Scott et al., 1994; Singh et al., 1999; Heinz et al., 2010; Rothenberg, 2014). However, no PU.1 motif enrichment was seen in the transiently opening group (Figure 3—figure supplement 1C).

**Figure 3.**
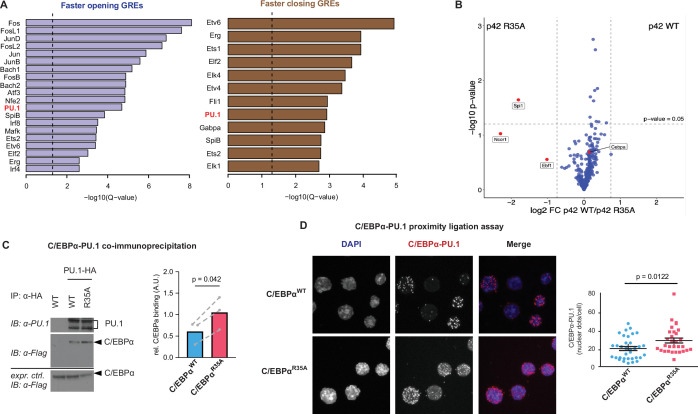
Enrichment of the PU.1 motif at differentially accessible chromatin sites and increased affinity of C/EBPα^R35A^ for PU.1. (**A**) Top de novo motifs in faster opening or closing GREs induced by C/EBPα^R35A^, with the PU.1 motif indicated in red. Dashed lines correspond to the significance threshold of q-value (≤0.05). (**B**) Protein interaction assay by mass spectrometry. Briefly, immortalized pre-B cells were either infected with retroviral vectors encoding doxycycline (Dox)-inducible full length (**P42**) C/EBPα^WT^ or C/EBPα^R35A^ proteins fused to the biotin ligase TurboID or with a TurboID only as a control. Six hours after Dox induction cells were treated with 500 μM biotin for 30 min, biotinylated proteins precipitated and analyzed by LC-mass spectrometry. Specific interactions were determined by plotting the ratio of p42 C/EBPα^WT^ and C/EBPα^R35A^ protein (log2-fold change) against the p-value (-log10). Vertical lines demarcate the mean ± 3 s.d. of log2-fold change ratios. Values above the horizontal line indicate significant interactions. (**C**) Western blot showing co-immunoprecipitation of PU.1 and C/EBPα in 293T cells transfected with either C/EBPα^WT^ or C/EBPα^R35A^ (left) and quantification of interaction experiments (n=3, right). Values were normalized for the expression of C/EBPα (mean + individual values). Dashed lines indicate paired values; statistical significance was determined using a paired Student’s t-test. (**D**) Proximity ligation assay of C/EBPα and PU.1 in primary B cells induced with either C/EBPα^WT^ or C/EBPα^R35A^ for 24 hr. Graph shows nuclear dots per cell (mean ± s.e., n=30–34; statistical significance determined using an unpaired Student’s t-test). Figure 3—source data 1.Electrophoretic mobility shift assay (EMSA) with 293T cells transfected with either C/EBPα^WT^ or C/EBPα^R35A^ incubated with a fluorophore-labeled oligonucleotide containing a palindromic C/EBPα-binding site. Figure 3—source data 2.Table listing 300 proteins that represent the interactome of C/EBPα showing log2-based differences in biotin labeling with the full length (**p42**) C/EBPa^R35A^ protein and the p42 C/EBPα^WT^ protein as well as p-values for the differences in the corresponding interactions. Figure 3—source data 3.Co-immunoprecipitation of PU.1 and C/EBPα in 293T cells transfected with either C/EBPα^WT^ or C/EBPα^R35A^ and quantification of interaction.

**Figure 3—figure supplement 1.**
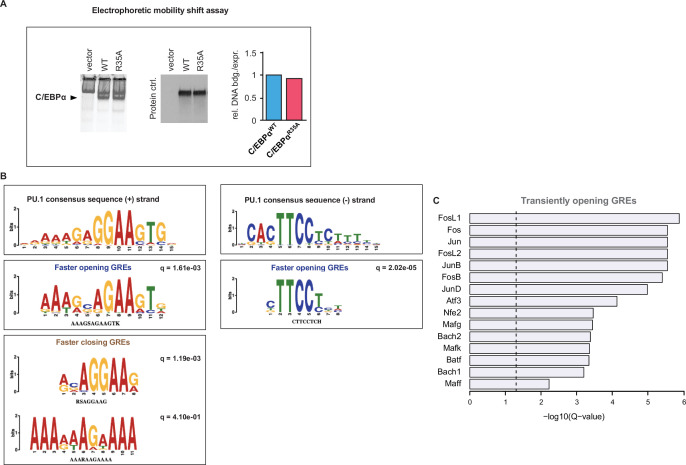
C/EBPα DNA binding capacity and motif analyses. (**A**) Electrophoretic mobility shift assay of nuclear extracts from 293T cells transfected with either C/EBPα^WT^ or C/EBPα^R35A^ and incubated with a fluorophore-labeled oligonucleotide containing a palindromic C/EBPα-binding motif (left). Protein expression control of nuclear C/EBPα proteins by western blot (middle) and densitogram-based relative DNA binding versus protein expression (right). (**B**) PU.1 enriched motifs with consensus sequence in the + and – strand shown on top, as well as several additional matched enriched de novo motifs. (**D**) De novo motifs matched to known transcription factor (TF) motifs in transiently opened GREs. The top 15 motifs are shown in the order of their significance (log10 p-values).

To examine whether C/EBPα^WT^ and C/EBPα^R35A^ differentially interact with other proteins, we performed a proximity-dependent biotin identification assay (Figure 3B), which was previously used to identify high confidence C/EBPα interactors (Ramberger et al., 2021a). We used a mouse pre-B cell line expressing doxycycline (Dox)-inducible C/EBPα^WT^ or C/EBPα^R35A^ constructs fused with the biotin ligase variant TurboID (Branon et al., 2018). To avoid confounding interactions this cell line contained a double knockout of *Cebpa* and *Cebpb*, genes which are rapidly activated by exogenous C/EBPα (Bussmann et al., 2009). After Dox induction for 6 hr and biotin labeling, biotin-labeled proteins were identified by mass spectrometry. A comparison of the high confidence C/EBPα^WT^ and C/EBPα^R35A^ interactome revealed that C/EBPα^R35A^ preferentially interacted with Spi1 (PU.1), showing a 3.6-fold increase in biotin label compared to C/EBPα^WT^. In addition, preferential but non-significant interactions of C/EBPα^R35A^ were observed with Ncor1 and Ebf1 (Figure 3B; Figure 3B, source data 1), which, however, were not further studied. The observation that most shared interactors show a skewing toward the wild-type protein suggests that C/EBPα^WT^ is expressed at slightly higher levels than the mutant, in line with the detection of moderately reduced levels of the mutant protein by western blot (Figure 4—figure supplement 1C). To further evaluate the interaction between C/EBPα^WT^ and C/EBPα^R35A^ with PU.1, we conducted co-immunoprecipitation (Co-IP) experiments with 293T cells co-transfected with PU.1 and either C/EBPα^WT^ or C/EBPα^R35A^. The results showed an approximately twofold increase in the interaction between C/EBPα^R35A^ and PU.1 compared to C/EBPα^WT^ and PU.1 (Figure 3C). Finally, performing a proximity ligation assay (PLA) to study the protein’s interaction in live cells showed a significantly higher number of fluorescent nuclear dots for the combination of C/EBPα^R35A^ with PU.1 than with C/EBPα^WT^ (Figure 3D), again indicating a higher affinity between the two proteins.

In sum, motif analyses showed an enrichment of the PU.1 motif at both B- and M-GREs that were differentially accessed by the mutant. Moreover, the results obtained by Co-IP, mass spectrometry, and PLA indicate that C/EBPα^R35A^ shows a 1.5- to 3.5-fold higher affinity for PU.1 compared to the wild-type.

### C/EBPα^R35A^ shows an increased synergy with PU.1 for myeloid gene activation in fibroblasts

Previously, we showed that the combination between C/EBPα and PU.1 is required for converting NIH 3T3 fibroblasts into macrophage-like cells (Feng et al., 2008). To investigate if the synergy between the C/EBPα mutant and PU.1 is altered, we isolated NIH 3T3 cell lines expressing C/EBPα^WT^-ER or C/EBPα^R35A^-ER. These were subsequently infected or not with a PU.1 retroviral construct, and Mac-1 levels monitored at different times after E2 treatment. The results showed that in the presence of PU.1, C/EBPα^R35A^ activated Mac-1 more strongly than C/EBPα^WT^, while cells infected with PU.1 only showed weak Mac-1 activation and C/EBPα only cells remained negative (Figure 4A, Figure 4—figure supplement 1A). Additionally, cells co-expressing C/EBPα^R35A^ and PU.1 displayed more striking morphological changes than those with C/EBPα^WT^ and PU.1 (Figure 4—figure supplement 1B). Cycloheximide treatment experiments showed that C/EBPα^R35A^ exhibits a similar stability than wild-type protein and under steady-state condition is expressed at 20–30% lower levels (Figure 4—figure supplement 1C). This indicates that the observed gain of function of the mutant cannot simply be explained by an increased stability or expression.

**Figure 4.**
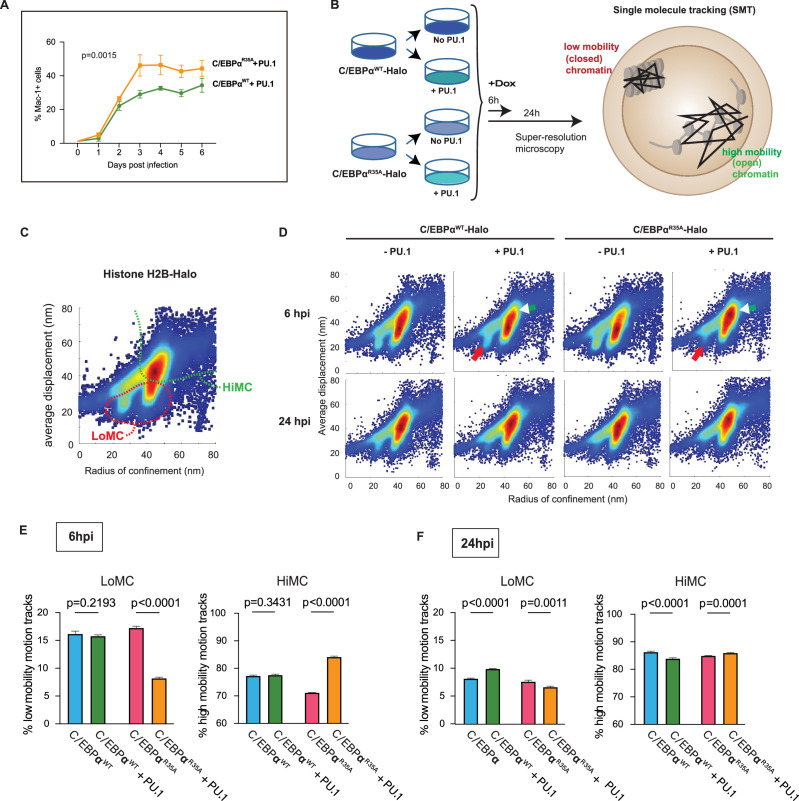
Synergy of PU.1 with C/EBPα^WT^ and C/EBPα^R35A^ in activating myeloid gene expression and chromatin accessibility changes in fibroblasts. (**A**) NIH3T3 fibroblasts expressing C/EBPα^WT^-ER or C/EBPα^R35A^-ER were transfected with a PU.1 construct for 24 hr and induced by E2 for the indicated times, followed by FACS to monitor Mac-1 expression (mean ± s.d., n=3; statistical significance was determined using two-way ANOVA). (**B**) Strategy used for the single-molecule tracking (SMT) experiments: NIH 3T3 cells stably expressing doxycycline (Dox)-inducible C/EBPα^WT^-Halo or C/EBPα^R35A^-Halo (3T3aER-R and 3T3aER-A cells) were split and transfected or not with PU.1 for 24 hr and induced with Dox for either 6 or 24 hr. They were then used for SMT by HILO super resolution microscopy, allowing to determine the radius of confinement and average displacement parameters. Particles with a small radius of confinement and average displacement correspond to low mobility chromatin (LoMC); particles with a large radius of confinement and average displacement correspond to high mobility chromatin (HiMC). (**C**) Image shows two-parameter H2B-Halo distribution in chromatin of NIH-3T3 cells, used for calibration purposes, with a stippled red line indicating area of LoMC and a green line HiMC. (**D**) Two-parameter particle distribution of 3T3aER-R and 3T3aER-A cells at 6 hpi, with red arrows pointing to differences in LoMC between the various conditions and white arrowheads to differences in HiMC. (**E**) Quantification of two-parameter single-cell motion tracks at 6 hpi. Values represent mean ± s.d., obtained from 20,000 randomized and down-sampled motion tracks per cell (n=3); statistical significance was determined using two-way ANOVA with multiple comparisons. (**F**) Same as (**E**) but cells induced for 24 hr.

**Figure 4—figure supplement 1.**
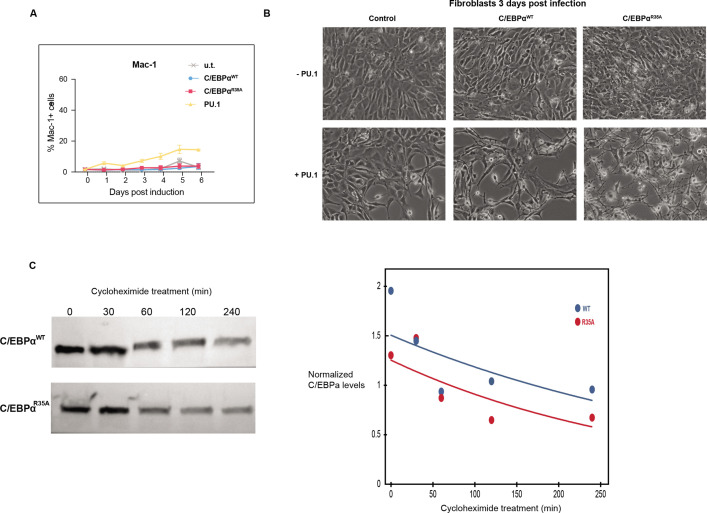
C/EBPα^R35A^ hastens the relocation of PU.1 from B cell to myeloid GREs. (**A**) Kinetics of Mac-1 expression induced in 3T3 cells by C/EBPα^WT^, C/EBPα^R35A^, or PU.1 and untransduced cells (u.t.) measured by FACS (mean ± s.d., n=3, statistical significance was determined using two-way ANOVA). (**B**) Phase contrast images of NIH3T3 cells induced with in combinations of C/EBPα^WT^ or C/EBPα^R35A^ and PU.1 for 3 days. (**C**) Western blots of C/EBPα expression in C/EBPα^WT^-Halo and C/EBPα^R35A^-Halo expressing lines 3T3aER-R and 3T3aER-A. Cells were induced with E2 for 24 hr, treated for the indicated times with cycloheximide and extracts used for western blotting. After obtaining a densitogram and correcting for the levels of tubulin expression, the values were plotted in the line graph on the right. (D) Single-molecule tracking (SMT) of either C/EBPα^WT^ or C/EBPα^R35A^ in 3T3aER-R and 3T3aER-A cells, respectively, induced for either 24 hr with or without PU.1 co-expression (n=20,000).

### Single-molecule tracking experiments reveal that C/EBPα^R35A^ in the presence of PU.1 dramatically enhances chromatin opening in fibroblasts

To investigate the effect of C/EBPα^WT^ and C/EBPα^R35A^ on chromatin structure and the influence of PU.1, we performed single-molecule tracking (SMT) experiments. SMT allows to observe the movements of individual TF molecules in living cells (Liu and Tjian, 2018) and has been recently used to quantify the interactions of TFs with open versus closed chromatin, by scaling to the mobility of single nucleosomes (Lerner et al., 2020; https://www.biorxiv.org/content/10.1101/2022.12.22.521655v1). For this purpose, we generated NIH3T3 cell derivatives that stably express different Halo-tagged proteins: histone H2B, Dox-inducible C/EBPα^WT^, and C/EBPα^R35A^. Measuring the radius of confinement and average displacements (https://star-protocols.cell.com/protocols/324) in cells expressing histone H2B-Halo served to define low versus high mobility chromatin (LoMC and HiMC), corresponding to compact versus open states, respectively (Lerner et al., 2020; Figure 4C). C/EBPα^WT^-Halo and C/EBPα^R35A^-Halo cultures were split and either infected with a PU.1 lentiviral construct or left uninfected (Figure 4D). Cells were then treated with Dox for 6 or 24 hr to induce C/EBPα, and SMT performed on ~50 cells per condition, randomly down-sampling 20,000 single-molecule motion tracks in triplicate.

Analyses of the C/EBPα^WT^-Halo and C/EBPα^R35A^-Halo motion tracks at 6 hpi revealed an interaction of both proteins with LoMC and HiMC, showing a moderate decrease of HiMC for C/EBPα^R35A^ compared to cells induced for C/EBPα^WT^ (Figure 4E and F). In contrast, C/EBPα^R35A^-Halo cells co-expressing PU.1 showed a substantially decreased interaction with LoMC and increased interaction with HiMC, while PU.1 only moderately affected the distribution of C/EBPα^WT^-Halo particles (Figure 4E and F). At 24 hpi, both forms of C/EBPα showed decreased interaction with LoMC and increased interaction with HiMC, although the differential effects of PU.1 co-expression were milder than at 6 hpi (Figure 4G).

Altogether, the SMT results obtained with NIH3T3 fibroblasts overexpressing C/EBPα and PU.1 demonstrate that PU.1 synergizes with C/EBPα in inducing substantial chromatin occupancy changes from closed to open chromatin states at 6 hpi. The synergism is much stronger for C/EBPα^R35A^ than for C/EBPα^WT^ and becomes less pronounced at 24 hpi, indicating that wild-type C/EBPα catches up in its ability to synergize with PU.1. These findings support the observed ability of C/EBPα and PU.1 to interact with nucleosomes in vitro and to act as a pioneer factors (Fernandez Garcia et al., 2019; Lerner et al., 2020; van Oevelen et al., 2015).

### C/EBPα and PU.1 binding and chromatin accessibility changes at GREs at a selected locus harboring both a B cell- and a macrophage-associated gene

The findings described so far pointed to the possibility that PU.1 acts as a coordinator of the B cell to macrophage conversion. A plausible scenario therefore is that C/EBPα removes PU.1 from B cell GREs and induces its relocation to macrophage GREs. Moreover, through its enhanced interaction with PU.1, C/EBPα^R35A^ might be more efficient at relocating the factor, explaining the observed acceleration of BMT. To test this hypothesis, we conducted DNA binding experiments by chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) for PU.1 and C/EBPα with primary B cells expressing C/EBPα^WT^ER and C/EBPα^R35A^ER 3 hr after E2 induction. The data obtained were then visualized on the UCSC browser in parallel with our ATAC-seq data with cells from 0, 1, 3, 6, 18, and 120 hpi. The main messages of our results are encapsulated by the *Cyfip2-Havcr2* locus, a 270 Kb genomic region containing both a B cell- and a macrophage-restricted gene (Figure 5A).

**Figure 5.**
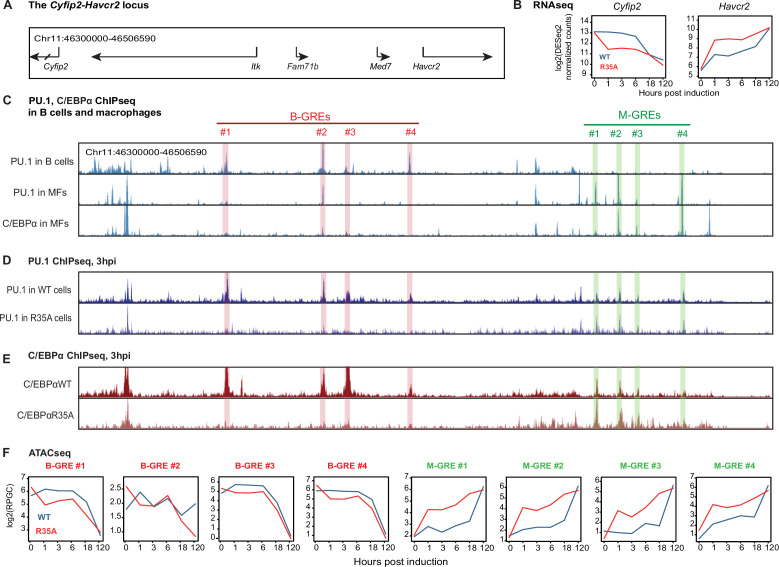
C/EBPα and PU.1 binding and chromatin accessibility changes of B cell and myeloid GREs. (A) Structure of the *Cyfip2-Havcr2* locus (chr11:46,300,000–46,506,590). (**B**) Kinetics of gene expression after E2 induction of C/EBPα^WT^ or C/EBPα^R35A^. (**C**) Screenshots of the UCSC browser showing peaks corresponding to PU.1 binding in B cells and in bone marrow derived macrophages (BMDM), as well as C/EBPα binding in BMDM (gain 5000). B cell and macrophage GREs are highlighted in red and green, respectively. Coordinates of B-GREs: #1, chr11:46,343,904–46,344,618; #2, chr11:46,372,449–46,373,726; #3, chr11:46,379,961–46,380,726; #4, chr11:46,398,858–46,399,316. M-GREs: #1, chr11:46,454,489–46,455,316; #2, chr11:46,461,421–46,462,284; #3, chr11:46,466,901–46,467,255, #4, chr11:46,480,463–46,480,843. (**D**) Screenshots of PU.1 binding in B cells induced with E2 for 3 hr to activate expression of C/EBPα^WT^ or C/EBPα^R35A^ (gain 2000). (**E**) As in (D), but for C/EBPα binding. (**F**) Kinetics of chromatin accessibility, determined by assay for transposase-accessible chromatin sequencing (ATAC-seq) of B-GREs (framed in red) and M-GREs (in green) in C/EBPα^WT^ or C/EBPα^R35A^-induced cells. The chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) data represent RPKM normalized values, the ATAC-seq data represent RPGC normalized values.

**Figure 5—figure supplement 1.**
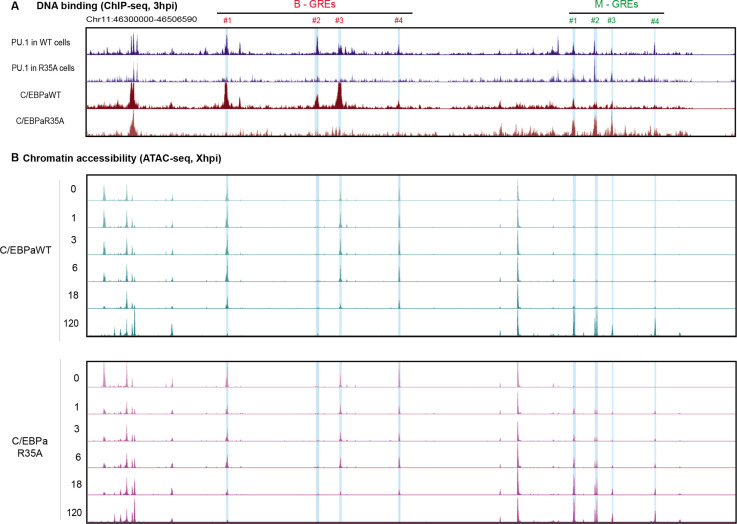
DNA binding of PU.1 and C/EBPa and assay for transposase-accessible chromatin sequencing (ATAC-seq) kinetics during B cell to macrophage transdifferentiation (BMT). (**A**) Screenshots of UCSC browser showing biological duplicates of the data in Figure 5D and E. (B) ATAC-seq profiles obtained from samples collected at different timepoints during C/EBPα^WT^- and C/EBPα^R35A^-induced BMT. B- and M-GREs are highlighted in blue. Coordinates of GREs are as in Figure 5.

Of the five genes contained in this locus, two, namely *Cyfip2* and *Havcr2,* become down- and upregulated, respectively, during BMT, with C/EBPα^R35A^ inducing an acceleration of both processes (Figure 5B). 

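In GENCODE vM21 on mm10, the stretch of chromosome 11 from the end of Cyfip2 at 46193850 to the end of Havcr2 at 46481255 spans 287406 bases and holds 10 annotated genes, 6 of them protein-coding. Cyfip2 lies on the minus strand up to 46312859, with Fndc9 inside it on the plus strand. Further along lie Fam71b, Med7 and Havcr2, which starts at 46454935 on the plus strand. Cyfip2 expression in wild-type cells was 586.7 ± 0.595 CPM (SD, n = 2) at 0 hpi, 574.3 ± 7.66 CPM at 1 hpi, 118.5 ± 4.22 CPM at 18 hpi and 82.71 ± 1.79 CPM at 120 hpi. In R35A cells it was 545 ± 10 CPM at 0 hpi, 174.2 ± 2.81 CPM at 1 hpi, 122.2 ± 2.42 CPM at 18 hpi and 60.23 ± 1.77 CPM at 120 hpi. The change from 0 to 1 hpi differed between the constructs by −1.61 on the log2 scale (standard error 0.0493, adjusted p = 2.16e-31), and that from 0 to 18 hpi by 0.15 (adjusted p = 0.0289). Havcr2 rose from 3.148 ± 0.0434 to 10.37 ± 0.58 CPM by 1 hpi in wild-type cells and from 3.66 ± 0.678 to 28.99 ± 0.476 CPM in R35A cells, a log2 difference of 1.25 (standard error 0.228, adjusted p = 1.24e-05). At 120 hpi Havcr2 stood at 66.74 ± 4.56 and 72.27 ± 6.43 CPM. Med7 changed little by 1 hpi, from 13.27 ± 0.516 to 14.07 ± 0.842 CPM in wild-type cells and from 12.69 ± 1.61 to 13.88 ± 0.0674 CPM in R35A cells. Its log2 difference of 0.06 (adjusted p = 0.801) changed sign when 1 library was left out, to −0.00163 without wild-type replicate 2 at 1 hpi and to −0.08 without R35A replicate 2 at 0 hpi. Fam71b had at most 1 count in any wild-type or R35A library, too few to be tested.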

Mining of published data (Mullen et al., 2011) showed that PU.1 binds to four sites 50–150 kb upstream of *Cyfip2* in B cells but is essentially absent at these sites in macrophages (highlighted in red). Conversely, both PU.1 and C/EBPα bind to the promoter of *Havcr2* and three additional GREs in macrophages but not in B cells (highlighted in green, Figure 5C), showing that PU.1 can bind to both B- and M-GREs while C/EBPα can only bind to M-GREs.

Analyzing the PU.1 binding sites in primary B cells induced by C/EBPα for 3 hr, the factor showed higher occupancy at the B-GREs of C/EBPα^WT^ cells and a modestly increased binding at the M-GREs of C/EBPα^R35A^ cells (Figure 5D). Similarly, C/EBPα^WT^ strongly bound to the B-GREs and weakly to the M-GREs, while C/EBPα^R35A^ was selectively bound at the M-GREs (Figure 5E, Figure 5—figure supplement 1A). Since the DNA binding data only represent a snapshot in time, we also analyzed our dynamic ATAC-seq data for the *Cyfip2-Havcr2* locus and found that the mutant accelerates both the closure of B-GREs and opening of M-GREs (Figure 5—figure supplement 1B). Notably, while C/EBPα^WT^ triggered a transient and partial opening of B-GREs at 1 hpi and closure at 18 hpi, the mutant induced an immediate and progressive closure (Figure 5F). Similar effects were also seen at GREs of B cell signature genes (Figure 2—figure supplement 1D).

Our findings at the *Cyfip2-Havcr2* locus revealed that at 3 hpi both PU.1 and C/EBPα show distinct DNA occupancies at B- and M-GREs in wild-type and mutant expressing cells. These differences can best be explained by the hypothesis that C/EBPα triggers the redistribution of PU.1 bound to B-GREs to M-GREs.

### Genome-wide analysis of TF binding and chromatin accessibility kinetics

The finding that the PU.1 redistribution appears to be accelerated in the mutant cells predicts that B cell enhancers show lower levels of PU.1 binding in C/EBPα^R35A^-induced cells than in C/EBPα^WT^-induced cells. Conversely, myeloid enhancers should show higher PU.1 occupancy. To test this, we conducted a genome-wide analysis of the ChIP-seq data, revealing 4310 regions differentially bound by PU.1 at 3 hpi. These regions were divided into sites bound either *Less* or *More* in C/EBPα^R35A^ cells relative to C/EBPα^WT^ cells. As seen from the ATAC-seq data, the majority of the observed 1647 sites that were bound *Less* by PU.1 became inaccessible at 18 hpi in C/EBPα^WT^ cells, showing a transient opening between 1 and 6 hpi. In contrast, in C/EBPα^R35A^ cells these sites became already partially closed at 1 hpi and fully inaccessible after 18 hpi (Figure 6A). The opposite was observed for the 2650 sites bound *More* by PU.1, where chromatin accessibility increased already at 1 hpi in the mutant cells, while in wild-type cells they only opened at 120 hpi (Figure 6D and E). As predicted, genes associated to sites bound *Less* by PU.1 showed a strong enrichment of B cell-related GO terms while *More*-bound sites were enriched for myeloid-related GO terms (Figure 6C).

**Figure 6.**
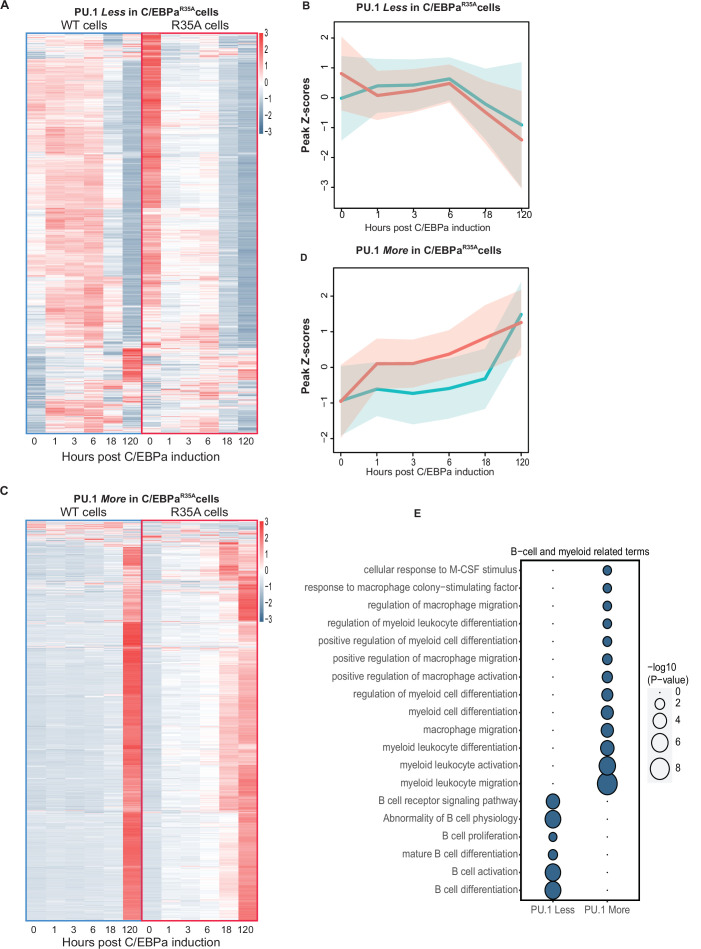
Analysis of chromatin accessibility changes during B cell to macrophage transdifferentiation (BMT) at GREs differentially bound by PU.1 in C/EBPα^WT^ and C/EBPα^R35A^-induced B cells. (**A**) Heat maps of ATAC peaks at sites bound *Less* by PU.1 in C/EBPα^R35A^ cells compared to C/EBPα^WT^ cells and line diagrams showing a comparison of the kinetics. Blue and red lines represent median values (log2) for wild-type and mutant C/EBPα, respectively, with shadows representing the 95% confidence interval. (**C** and **D**) Same as for (**A** and **B**), but for sites bound *More* by PU.1. (**E** and **F**) Gene Ontology analysis for B cell and myeloid-related terms, with size of circles being proportional to their p-values (log10).

**Figure 6—figure supplement 1.**
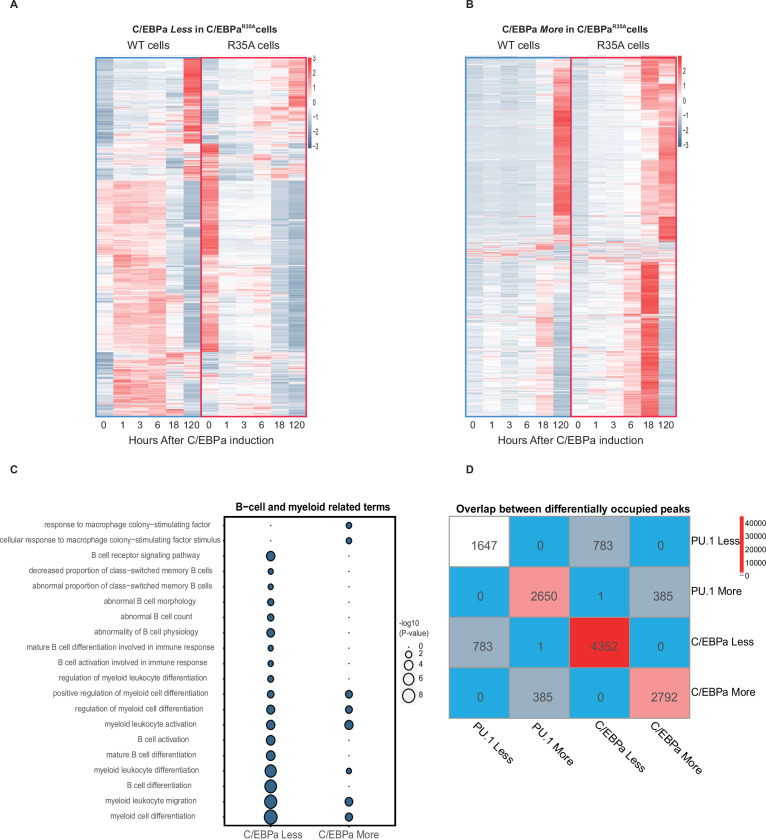
Analysis of chromatin accessibility changes during B cell to macrophage transdifferentiation (BMT) at regions differentially bound by C/EBPα in 3 hr induced C/EBPα^WT^ and C/EBPα^R35A^ cells. (**A**) Heat maps of ATAC peaks at sites bound *Less* by C/EBPα in C/EBPα^R35A^ cells compared to C/EBPα^WT^ cells. (**B**) Heat maps of ATAC peaks at sites bound *More* by C/EBPα in C/EBPα^R35A^ cells. (**C**) Gene Ontology analysis for B cell and myeloid-related terms, with size of circles being proportional to p-value (log10). (**D**) Number of sites bound by PU.1 and C/EBPα in wild-type and mutant C/EBPα cells, showing different pairwise combinations.

The redistribution model further predicts that C/EBPα^R35A^ is released from B cell enhancers already at 3 hpi and is instead enriched at myeloid GREs, while C/EBPα^WT^ shows a relocation delay. We therefore compared the genome-wide DNA binding profiles of wild-type and mutant C/EBPα proteins. Of 7144 differentially occupied sites, 4352 sites were bound *Less* by C/EBPα^R35A^. Approximately 70% of these started closing at 1 hpi in C/EBPα^R35A^ cells while in C/EBPα^WT^ cells they only closed at 120 hpi, after transiently opening between 1 and 6 hpi (Figure 6—figure supplement 1A). The remaining 30% of the sites showed a gradual but heterogeneous increase in accessibility. Finally, about half of the sites bound *More* by C/EBPα^R35A^ became more rapidly opened, as expected, while the other half showed a transient opening before closing in both wild-type and mutant cells (Figure 6—figure supplement 1B). GO analysis for the *Less* C/EBPα^R35A^-bound sites showed an association with both B cell and myeloid terms while the rapidly opening *More* bound sites were associated with myeloid terms (Figure 6—figure supplement 1C).

Finally, we tested sites bound *Less* by both PU.1 and C/EBPα^R35A^ and found 783 shared sites, whereas 385 sites were bound *More* by both PU.1 and mutant C/EBPα. In contrast, no overlap was found between PU.1 bound *Less* and C/EBPα bound *More* or vice versa (Figure 6—figure supplement 1D) showing a strong positive correlation in the binding of the two factors. The chromatin accessibility dynamics at these commonly bound regions reflected by and large the observations described for the singly bound factors and showed the expected association with B cell and myeloid-associated GO terms (data not shown).

In conclusion, our genome-wide analyses showed that C/EBPα induces the relocation of PU.1 from B- to M-GREs, in a process accelerated by the mutant. We also observed that C/EBPα^WT^ transiently opens B-GREs during B cell silencing, while C/EBPα^R35A^ induces their immediate closing. The finding that the chromatin of B-GREs is more accessible in uninduced C/EBPα^R35A^ cells suggests a leakiness of the construct and could at least in part explain this finding. However, this poised state does not result in an altered expression of associated B cell genes compared to uninduced C/EBPα^WT^ cells. 

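The 20 B cell signature genes were compared between uninduced R35A and wild-type cells at 0 hpi. Their median log2 fold change was −0.11, with 19 of the 20 genes lower in R35A cells, and limma's fry test on the list gave a p of 3.12e-09. By adjusted p without a fold threshold, 0 of the 20 genes differed over all genes tested and 11 when adjusted over the list alone. For Pax5 the log2 fold change was −0.11 (adjusted p = 0.257 over all genes) and for Ebf1 −0.10 (adjusted p = 0.253). For Rag2 it was −0.20. With each library left out in turn, the median of the list stayed between −0.1253 and −0.1048. The 12 fibroblast markers, which could come from feeder cells, had a median of 0.08, with 11 higher and 1 lower in R35A cells. Dilution of B cell transcripts by feeder RNA was therefore not excluded as a source of this small shift. The macrophage signature genes had a median of 0.01, and leaving out a wild-type library at 0 hpi moved it to −0.06 (without replicate 2) or 0.14 (without replicate 1).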

Finally, our data showed the progressive closing/opening of B/M-GREs between 1 and 6 hpi, while gene expression during this phase remains essentially unchanged (Figure 1—figure supplement 1F, G; Figure 2—figure supplement 1C, D; Figure 5—figure supplement 1B). These observations suggest that chromatin restructuring can be uncoupled from changes in gene regulation.

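Between 1 and 6 hpi, 825 genes changed in wild-type cells, 312 up and 513 down, and 95 in R35A cells, 41 up and 54 down. By unadjusted p, 355 genes changed in R35A cells, and a DESeq2 Wald test with its own size factors called 49. With DESeq2's size factors in edgeR, 805 genes changed in wild-type cells, 403 up and 402 down. In wild-type cells the B cell signature genes fell by a median of 0.47 on the log2 scale, with 17 of 20 changed by adjusted p without a fold threshold over all genes tested and 18 adjusted over the list alone. In R35A cells their median was −0.02, with 4 changed over all genes and 9 adjusted over the list alone. The macrophage signature genes had a median of −0.22 in wild-type cells, or −0.18 with counts set to at least 3, with 14 changed over all genes tested and 14 adjusted over the list alone, and of 0.10 in R35A cells, with 8 changed and 11 adjusted over the list alone.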

### Carm1 asymmetrically di-methylates arginine 35, decreasing the affinity of C/EBPα for PU.1

The observed accelerated BMT induced by C/EBPα with an alanine replacement of arginine 35 could either be due to the replacement of a charged amino acid with a hydrophobic residue or to the loss of arginine methylation, or both. To test this, we replaced the arginine with the charged residue lysine in our inducible retroviral vector and expressed it in primary B cells. These cells were then induced with E2 for 1–120 hr and analyzed by RNA-seq and ATAC-seq in comparison to C/EBPα^WT^-induced cells. 

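The RNA-seq of cells with C/EBPα R35K, in which arginine 35 is replaced by lysine, comprises 12 libraries, 2 biological replicates at each of the timepoints used for the other constructs. Their total counts lay between 14668754 and 23131776, with a median of 15564203.5. Counts and log2 normalized counts come from tables separate from those of C/EBPα WT and C/EBPα R35A. A fit of the R35K libraries alone, with the settings used for the other constructs, tested 16434 genes, and the common biological coefficient of variation between replicates was 3.49%. By the thresholds of the paper's methods, with p taken as unadjusted, 5581 genes changed from 0 hpi at 1 hpi, 5526 at 3 hpi, 5746 at 6 hpi, 6522 at 18 hpi and 10549 at 120 hpi. A 2-fold threshold moved these counts most, to 3207 at 1 hpi and 3883 at 18 hpi. For direct comparisons with the other constructs, the 36 libraries were also fitted together over 17277 genes, a fit chosen after seeing the data. In that fit 0 genes differed between R35K and wild-type cells at 0 hpi, with 220 by unadjusted p.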

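The PCA of R35K and wild-type cells was computed on log2 normalized counts of both tables, normalized together, over 14027 genes changed in either construct. PC1 carried 57.4% of the variance and PC2 24.9%. R35K cells at 1 hpi lay closest to wild-type cells at 6 hpi, at a distance of 42.7, against 63.1 to wild-type cells at 1 hpi and 66.0 to wild-type cells at 18 hpi. Without scaling of the genes, the setting that moved it most, the ratio of the distance to wild-type cells at 18 hpi over that at 1 hpi went from 1.05 to 0.741, and the closest wild-type cells became those at 18 hpi. At 3 and 6 hpi R35K cells were again closest to wild-type cells at 6 hpi, at 36.2 and 47.8, and at 18 hpi to those at 18 hpi, at 43.9. At 120 hpi the distance was 35.4, 0.132 of that between wild-type cells at 0 and 120 hpi. The change from 0 to 1 hpi differed from that of wild-type cells in 2059 genes, 1181 up and 878 down in R35K cells, and from that of R35A cells in 1007 genes, 717 up and 290 down. Across changed genes at 1 hpi, which are not independent replicates, the log2 fold changes of R35K cells had a Spearman rho of 0.906 with those of R35A cells (slope 0.901) and 0.808 with those of wild-type cells (slope 1.153). The B cell signature genes had a median log2 fold change of −1.89 at 1 hpi and −1.98 at 6 hpi in R35K cells, and the macrophage signature genes 5.26 and 5.45, or 5.26 and 5.46 with counts set to at least 3. From the accelerated time course with a charged residue at this position, the paper proposes that the acceleration by C/EBPα R35A is not explained by the missing charge alone.

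**Figure D5:**
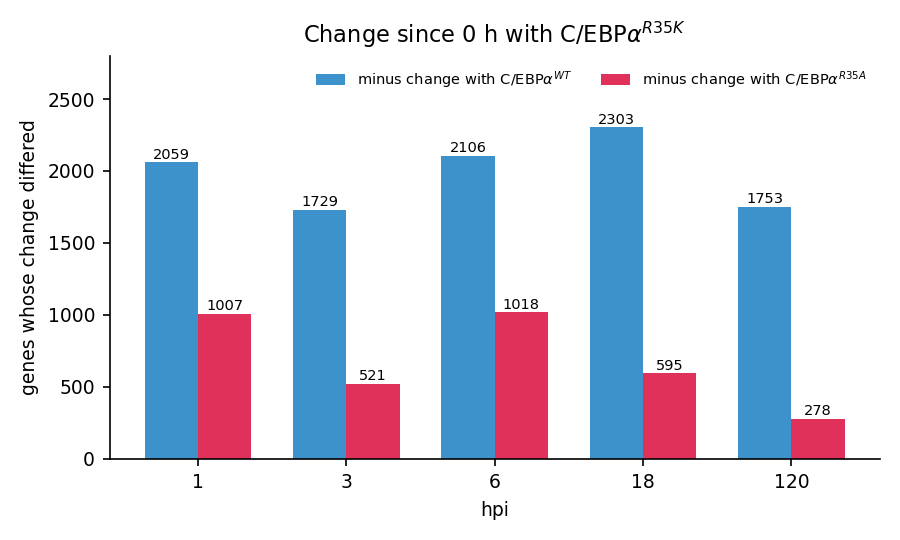
Number of genes whose change from 0 hpi in C/EBPα R35K cells differed from that in C/EBPα WT cells and from that in C/EBPα R35A cells, at each hpi, at an adjusted p of at most 0.05 and a 1.5-fold difference in the joint fit. At every hpi fewer genes differ from C/EBPα R35A than from C/EBPα WT cells, with 1007 against 2059 at 1 hpi.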

PCA of the data showed an accelerated BMT time course of gene expression and chromatin accessibility (ATAC peaks) for the C/EBPα^R35K^-induced cells (Figure 7—figure supplement 1A,B), similar but not identical to those seen with C/EBPα^R35A^ cells (not shown). This suggests that the C/EBPα^R35A^-induced BMT acceleration is not simply due to a lack of charge at the R35 residue.

To explore whether R35 is asymmetrically di-methylated, we used a previously described human B cell to macrophage BMT system (Rapino et al., 2013). For this we generated 4-hydroxytamoxifen (4-OHT)-inducible lines expressing C/EBPα^WT^ and C/EBPα^R35A^ fused to ERT-2, called BLaER2 and BLaER2-A, respectively. After treating the cells with 4-OHT for 24 hr and immunoprecipitating C/EBPα followed by western blotting and staining of the blot with an antibody specific for asymmetrically di-methylated arginine-containing proteins, C/EBPα could be detected in BLaER2 but not in BlaER2-A cells, as expected (Figure 7A). Similar results were obtained with transfected 293T cells, showing methylated C/EBPα in the wild-type but not mutant cells (Figure 7B).

**Figure 7.**
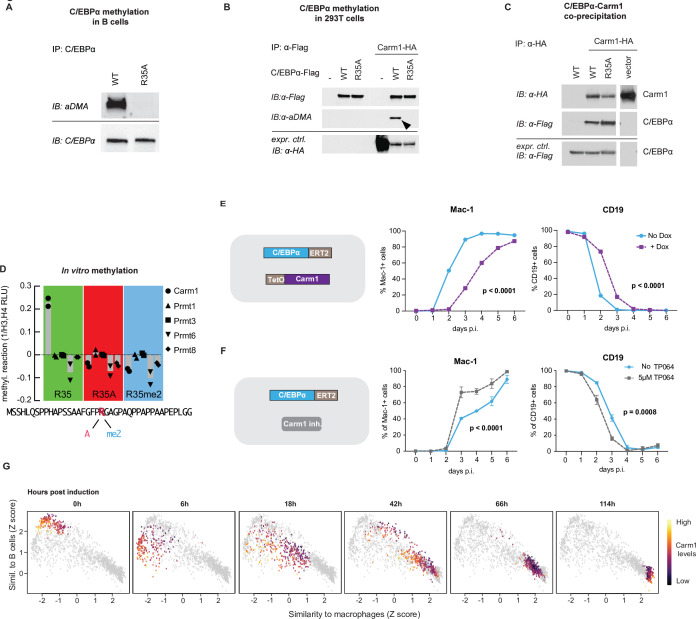
Carm1 asymmetrically di-methylates arginine 35 and the enzyme’s level correlates with the speed of C/EBPα-induced B cell to macrophage transdifferentiation (BMT). (**A**) Immunoprecipitation (IP) and immunoblotting (IB) of C/EBPα and asymmetrically di-methylated arginine (aDMA) containing proteins. (**B**) Immunoprecipitation of C/EBPα from 293T cells co-transfected with either C/EBPα^WT^-Flag or C/EBPα^R35A^-Flag with or without Carm1-HA, followed by immunoblot with an antibody against aDMA, Flag, and HA. (**C**) As in (B), but immunoprecipitation of Carm1 from co-transfected 293T cells and immunoblotted with antibodies against Flag and HA. (**D**) In vitro methylation assay with recombinant Carm1, Prmt1, Prmt3, Prmt6, or Prmt8 proteins together with a C/EBPα peptide (aa 15–54) containing either an unmethylated arginine 35 (R in red), an alanine replacement (A in pink), or an asymmetric di-methylation (me2 in blue). (**E**) Effect of Carm1 overexpression on BMT kinetics of human B cells measured by Mac-1 and CD19 expression (mean ± s.d., n=3, statistical significance determined using two-way ANOVA). (**F**) Same as (**E**), but showing the effect of 5 µM of TP064. (**F**) Correlation with B cell and macrophage states of Carm1 expression levels in single-cell BMT trajectories. Data extracted from previously published work (Francesconi et al., 2019). Figure 7—source data 1.Immunoprecipitation (IP) and immunoblotting of C/EBPα and asymmetrically di-methylated arginine (aDMA) containing proteins. Figure 7—source data 2.Immunoprecipitation (IP) of C/EBPα from 293T cells co-transfected with either C/EBPα^WT^-Flag or C/EBPα^R35A^-Flag with or without Carm1-HA, followed by immunoblot (IB) with antibodies (Abs) against asymmetrically di-methylated arginine (aDMA), Flag, and HA. Figure 7—source data 3.Immunoprecipitation (IP) of Carm1 from 293T cells co-transfected with either C/EBPα^WT^-Flag or C/EBPα^R35A^-Flag with or without Carm1-HA, followed by immunoblot with antibodies against Flag and HA.

**Figure 7—figure supplement 1.**
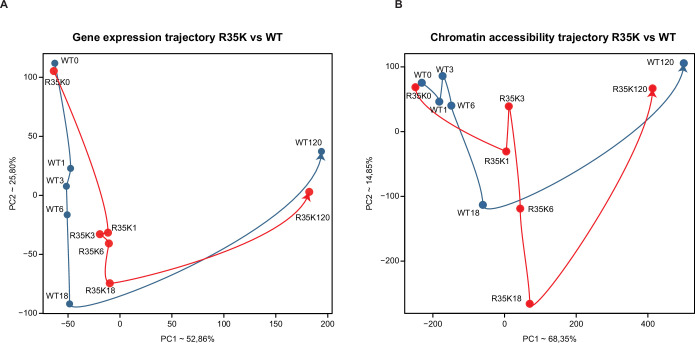
C/EBPα^R35K^-induced B cell to macrophage transdifferentiation (BMT): principal component analysis (PCA) of gene expression and chromatin accessibility. (**A**) PCA of gene expression, showing the averages of biological duplicates. (**B**) PCA of chromatin accessibility, showing averages of biological duplicates. The blue lines trace the approximate trajectory for the C/EBPα^WT^ values, the red lines for the C/EBPα^R35K^ values. Figure 7—figure supplement 1—source data 1.Immunoprecipitation (IP) of cells co-transfected with either C/EBPα^WT^-Flag or C/EBPα^R35A^-Flag and different type I Prmts followed by immunoblot with antibodies against asymmetrically di-methylated arginine. Figure 7—figure supplement 1—source data 2.Western blot of Carm1 and GAPDH in B cell lines RRC3 and RAC1 with or without addition of doxycycline (Dox). Figure 7—figure supplement 1—source data 3.Western blot of asymmetrically di-methylated BAF155 (AsDM-BAF155) and total BAF155 (BAF155) in B cells treated with different concentrations of TP064.

**Figure 7—figure supplement 2.**
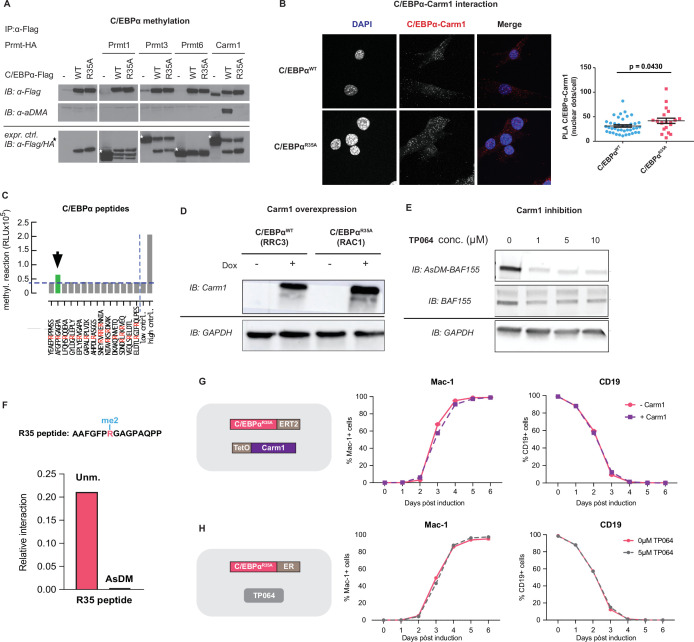
Protein methylation and proximity ligation assays (PLA); C/EBPα^R35A^ interaction with Carm1 and effects of Carm1 perturbations on C/EBPα^R35A^-induced B cell to macrophage transdifferentiation (BMT). (**A**) Immunoprecipitation of C/EBPα^WT^ or C/EBPα^R35A^ (Flag) from 293T cells co-transfected with either C/EBPα^WT^-Flag or C/EBPα^R35A^-Flag and either Prmt1, Prmt3, Prmt6, or Carm1, followed by immunoblot with antibodies against asymmetrically di-methylated arginine (aDMA), Flag or HA tags. (**B**) PLA of Carm1 and C/EBPα^WT^ or C/EBPα^R35A^ in the 3T3aER-R and 3T3aER-A cell lines induced with E2 for 24 hr. Images show cells stained with DAPI (blue) and fluorescent dots indicative of an interaction between C/EBPα and Carm1. Quantification of nuclear dots per cell is shown on the right (mean ± s.e.; n=20–40, statistical significance was determined using an unpaired Student’s t-test). (**C**) In vitro methylation assay using Carm1 and 13 arginine-containing peptides spanning the entire C/EBPα protein (15mer peptides, R-residues highlighted in red). Peptide containing R35 is indicated by a green bar. Low control: no enzyme; high control: optimized R-methylation peptide (BPS Bioscience). (**D**) Western blot of Carm1 in B cell lines RRC3 and RAC1 before and after addition of doxycycline (Dox) for 24 hr. (**E**) Western blot of asymmetrically di-methylated BAF155 (AsDM-BAF155) and total BAF155 in B cells treated with different concentrations of TP064 (1–10 µM). (**F**) PRISMA analysis comparing an unmethylated C/EBPα peptide with a peptide containing an asymmetrically di-methylated R35. (**G**) Kinetics of C/EBPα^R35A^-mediated BMT upon Carm1 overexpression by pre-treatment with Dox for 24 hr measured by Mac-1 and CD19 expression by flow cytometry (mean ± s.d.; n=3, statistical significance was determined using two-way ANOVA). (**H**) Kinetics of C/EBPα^R35A^-mediated BMT upon Carm1 inhibition by pre-treatment with TP064 for 24 hr measured by Mac-1 and CD19 expression by flow cytometry (mean ± s.d.; n=3, statistical significance was determined using two-way ANOVA).

To identify which of the Prmts known to asymmetrically methylate arginine is responsible, 293T cells were co-transfected with C/EBPα^WT^ or C/EBPα^R35A^ and with either Prmt1, Prmt3, Carm1 (Prmt4), or Prmt6. Only Carm1 induced asymmetric di-methylation of C/EBPα (as detected with an antibody specific for the modification) and that this was restricted to the wild-type protein (Figure 7—figure supplement 2A). These data indicate that Carm1 specifically and asymmetrically di-methylates R35.

We next performed Co-IP experiments to examine whether C/EBPα and Carm1 can interact, using 293T cells co-transfected with the two proteins, and found that both C/EBPα^WT^ and C/EBPα^R35A^ are capable of interacting with Carm1 (Figure 7C). Next, we performed a PLA with NIH 3T3 cell derivatives expressing either C/EBPα^WT^-ER or C/EBPα^R35A^-ER. After 24 hr of induction with E2, cells were stained with antibodies to C/EBPα and Carm1 and a secondary antibody to detect their interaction. This again demonstrated that both forms of C/EBPα can interact with Carm1, with C/EBPα^R35A^ cells showing a slightly higher signal (Figure 7—figure supplement 2B).

To determine which of the 20 arginines in C/EBPα can be bound by Carm1, we conducted an in vitro methylation assay using 14 synthetic peptides spanning the entire molecule. Only the peptide containing arginine 35 generated a signal (Figure 7—figure supplement 2C). Next, we studied the enzyme’s specificity for selected targets. For this we chose as substrates a 40 amino acid long C/EBPα peptide with either an unmethylated R35, an asymmetrically di-methylated R35, or an alanine replacement. The three peptides were then treated with purified Carm1, Prmt1, Prmt3, Prmt6, or Prmt8 proteins. Only unmethylated R35 peptide could be methylated Carm1, with all other conditions being negative (Figure 7D). To examine if methylation affects the affinity of an R35 containing C/EBPα peptide for PU.1, we analyzed the data from an interactome screen (PRISMA) (Ramberger et al., 2021a). The comparison of a 15 mer with either an unmethylated or an asymmetrically di-methylated R35 showed that PU.1 interacts more strongly with the unmethylated peptide (Figure 7—figure supplement 2F).

In summary, our results indicate that Carm1, but none of several other Prmts tested, induces the asymmetric di-methylation of specifically arginine 35 of C/EBPα and that an unmethylated peptide at R35 has a higher affinity for PU.1 than its methylated form.

### Carm1 gain- and loss-of-function experiments modulate the speed of C/EBPα-induced BMT

To evaluate the effect of Carm1 activity on BMT, we conducted gain- and loss-of-function experiments. For this, we generated two BLaER2 cell derivatives (RRC3 and RAC-1) containing 4-OHT-inducible C/EBPα^WT^ and C/EBPα^R35A^, respectively, and a Dox-inducible Carm1 construct. For the gain-of-function experiments we treated 4-OHT-induced cells with Dox and observed a strong Carm1 band by western blot (Figure 7—figure supplement 2D) while treatment with TP064 (Nakayama et al., 2018) reduced the level of asymmetrically di-methylated BAF155 (Figure 7—figure supplement 2E), a well-described target of the enzyme (Wang et al., 2014). Carm1 overexpression resulted in a delay of both Mac-1 activation and Cd19 silencing in 4-OHT-induced wild-type but not mutant C/EBPα-containing cells (Figure 7F and Figure 7—figure supplement 2G). Conversely, treatment of 4-OHT-induced C/EBPα^WT^-expressing cells with TP064 resulted in a robust acceleration of both Mac-1 upregulation and Cd19 silencing while the kinetics of C/EBPα^R35A^-expressing RAC1 cells were not altered (Figure 7G and Figure 7—figure supplement 2H).

To determine if endogenous Carm1 levels correlate with BMT velocity, we analyzed a single-cell gene expression dataset of primary B cells undergoing BMT, generated in a previous study (Francesconi et al., 2019). This showed that cells with the lowest Carm1 levels transitioned to a macrophage-like identity faster than those with higher levels, with the most substantial differences occurring during the early timepoints (Figure 7H), reflecting the more pronounced acceleration of gene expression within the first hours after induction of C/EBPα^R35A^ (Figure 1F).

Our data showed that Carm1 overexpression slows down BMT, whereas Carm1 inhibition accelerates it, and that such perturbations did not affect C/EBPα^R35A^- induced BM. This is consistent with the notion that the proportion of C/EBPα with methylated versus unmethylated arginine 35 determines the velocity of BMT.

### Carm1 modulates the directionality of GMP cell differentiation

To examine if Carm1 plays a role in myeloid cell fate specification, we first analyzed its role during myeloid differentiation. During this process, common myeloid progenitors (CMPs) differentiate into granulocyte-macrophage progenitor (GMPs), which further differentiate into granulocytes and monocyte/macrophages (Figure 8A), requiring C/EBPα (Zhang et al., 1997; Zhang et al., 2004; Ohlsson et al., 2016).

**Figure 8.**
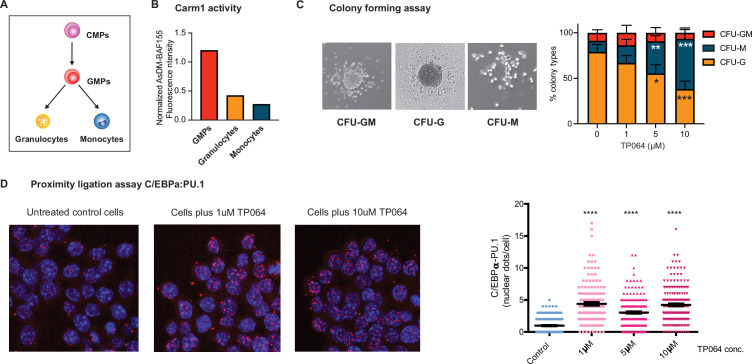
Effect of Carm1 activity on myeloid differentiation and C/EBPα-PU.1 interaction. (**A**) Simplified representation of myeloid differentiation. Common myeloid progenitors (CMPs); granulocyte-macrophage progenitors (GMPs). (**B**) Levels of AsDM-BAF155 relative to total BAF155 in GMPs, granulocytes and monocytes as a proxy for Carm1 activity. (**C**) On the left, representative images of colony types obtained from GMPs grown in Methocult. On the right, quantification of colony numbers obtained in cultures without or with various concentrations of the Carm1 inhibitor TP064 for 14 days, showing percentage of bipotent (CFU-GM), monocytic (CFU-M) and granulocytic (CFU-G) colonies (mean ± s.d., n=3–4), statistical significance was determined using a one-way ANOVA for each cell type. (**D**) Proximity ligation assay of endogenous C/EBPα and PU.1 in the mouse macrophage cell line RAW 264.7 treated for 24 hr with TP064 or left untreated. On the left confocal microscopy images. On the right, counts of nuclear dots per cell (mean ± s.e., n=149–190 cells per condition). Four stars: p<0.0001 (statistical significance determined using an unpaired Student’s t-test.).

**Figure 8—figure supplement 1.**
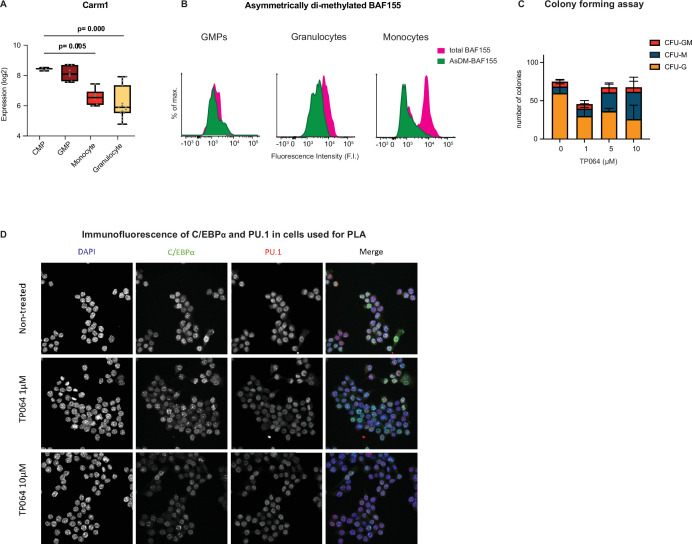
Carm1 activity in myeloid cells, effect of TP064 on viability of colony forming cells and expression of C/EBPα and PU.1 in cells used for proximity ligation assay (PLA). Expression of Carm1 during myeloid differentiation obtained from published RNA-sequencing (RNA-seq) data (Choi et al., 2019) (n=3–7, statistical significance was determined using multiple unpaired Student’s t-tests). (**B**) Distribution asymmetrically di-methylated BAF155 and total BAF155 in granulocyte-macrophage progenitors (GMPs), granulocytes and monocytes as determined by FACS. (**C**) Total number of bipotent (CFU-GM), monocytic (CFU-M) and granulocytic (CFU-G) colonies obtained from GMPs treated with various concentrations of the Carm1 inhibitor TP064 after 12 days in Methocult. Values represent mean ± s.d., n=3–4, statistical significance determined using a one-way ANOVA. (**D**) C/EBPα and PU.1 fluorescence in RAW cells used for the PLA shown in Figure 8D. DNA was stained with DAPI, C/EBPα with AF488 and PU:1 with AF546 antibodies.

Examining the expression of Carm1 in CMPs, GMPs, granulocytes, and macrophages (Choi et al., 2019) revealed a steady decrease during differentiation (Figure 8—figure supplement 1A). We next sorted GMPs, granulocytes, and monocytes from the bone marrow and measured AsDM-BAF155 as a proxy for Carm1 activity (Wang et al., 2014) relative to total BAF155. The highest Carm1 activity was detected in GMPs, with a 3.5-fold decrease in granulocytes and a further 4.5-fold decrease in monocytes (Figure 8B and Figure 8—figure supplement 1B). This showed that not only the expression of Carm1 but also its activity decreases during myeloid differentiation.

To investigate whether Carm1 activity influences the direction of differentiation of a bipotent precursor, we conducted a colony assay with sorted GMPs in the absence or presence of the Carm1 inhibitor TP064. For this, GMPs were seeded in semisolid medium containing 0, 1, 2.5, or 10 µM TP064 and the number of granulocytic (CFU-G), monocytic (CFU-M), and mixed (CFU-GM) colonies scored after 12 days (Figure 8—figure supplement 1). The results showed a significant dose-dependent reduction of granulocyte colonies and a corresponding increase in monocyte colonies (Figure 8C). The observed bias was not due to a granulocyte-specific toxicity of the inhibitor, as the total number of colonies remained unchanged (Figure 8—figure supplement 1C).

Our findings suggest that Carm1 modulates the directionality of differentiation of GMPs, with low activities increasing the proportion of monocytic colonies while reducing the proportion of granulocytic colonies.

### Carm1 inhibition increases the interaction between endogenous C/EBPα and PU.1

The finding that C/EBPα^R35A^ interacts more strongly with PU.1 than C/EBPα^WT^ could represent an artifact of overexpression. Therefore, to investigate whether the ability of endogenous C/EBPα to interact with PU.1 can be modulated by the levels or activity of Carm1, we treated the macrophage cell line RAW 264.7 for 24 hr with 0, 1, 5, or 10 µM TP064 and subjected the cells to a PLA, using antibodies against C/EBPα and PU.1. Our results showed a four- to fivefold increase in the number of nuclear dots in treated compared to untreated cells (Figure 8D), indicating that the inhibition of methylation of endogenous C/EBPα increased the factor’s affinity for interaction with PU.1. The finding that C/EBPα and PU.1 are expressed at similar levels in treated and untreated cells indicates that the inhibitor does not alter the proteins’ expression and thus could not explain the observed PLA differences (Figure 8—figure supplement 1D).

Our observations indicate that endogenous C/EBPα can interact with PU.1 and that this interaction is regulated by Carm1. Thus, inhibition of the enzyme results in a macrophage cell line induces an enhanced interaction between C/EBPα and PU.1, similar to the interaction of exogenous C/EBPα^R35A^ with endogenous PU.1.

## Discussion

Here, we describe a mechanism by which the speed of C/EBPα-induced BMT can be regulated. It is based on the identification of a C/EBPα missense mutant in a single arginine (R35), located within the unstructured transactivation domain, and which is specifically targeted by the methyltransferase Carm1. As summarized in the diagram of Figure 9, an alanine replacement of R35 or Carm1 inhibition dramatically accelerates the velocity of BMT. This is based on an increased affinity between C/EBPα and its obligate partner PU.1. The C/EBPα and PU.1 combination induces a rapid closing of B cell GREs and opening of macrophage of GREs, further accelerated by the mutant. In addition, C/EBPα is capable of redistributing PU.1 from B cell to macrophage GREs, in a process again enhanced by the mutant, resulting in the coordinated silencing of B cell genes and activation of macrophage genes.

**Figure 9.**
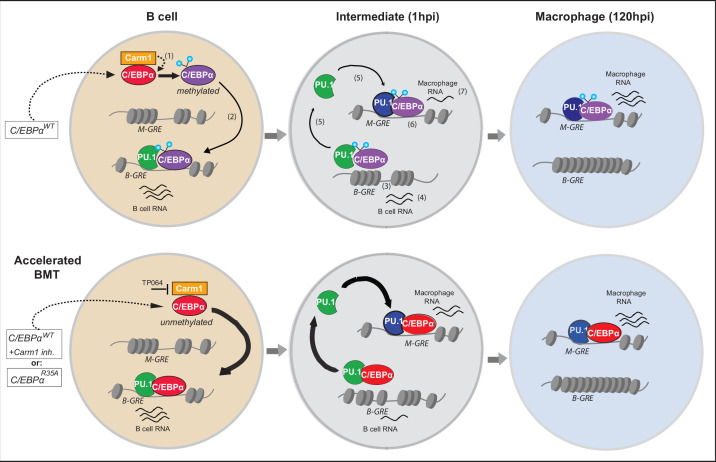
Diagram summarizing the mechanism of C/EBPα-induced B cell to macrophage transdifferentiation (BMT) and its acceleration by the R35 mutant. Starting with a B cell shortly after E2-induced translocation of C/EBPαER into the nucleus, the C/EBPα-induced BMT occurs in various steps, illustrated in the upper row. In a first step incoming C/EBPα is bound by Carm1 and becomes asymmetrically di-methylated on arginine 35 (1). Then, C/EBPα interacts with PU.1, bound to B cell-restricted gene regulatory elements (B-GREs) (2). This induces PU.1 release, chromatin closing at B-GREs (3) and downregulation of associated B cell genes (4). Free PU.1 (possibly in a complex with C/EBPα) relocates to macrophage-restricted GREs (M-GREs), which are also bound by C/EBPα (5) resulting in chromatin opening at M-GREs (6) and upregulation of associated macrophage genes (7). As shown in the lower row, unmethylated C/EBPα, either because it is mutated at R35 or Carm1 is inhibited, interacts with a higher affinity for PU.1 than the wild-type, leading to the acceleration of all subsequent steps. In the diagram PU.1 is represented as a green icon when acting as a B cell regulator and as a blue icon after being repurposed as a myeloid regulator. Methylated and unmethylated C/EBPα are represented by purple and red icons (their depiction ignores the fact that C/EBPα binds as homo-or heterodimers). In the model we assume that methylated and unmethylated C/EBPα have distinct but overlapping functions. However, it is possible that C/EBPα^WT^ cells contain a mixture of methylated and unmethylated C/EBPα, and that only the unmethylated form is active and can induce BMT. We assume that the methylated form is active in other cellular contexts, such as during granulocyte specification.

Our data indicate that the interaction affinity between C/EBPα and endogenous PU.1, already expressed in B cells, is rate limiting, as the observed higher affinity of mutant C/EBPα is sufficient to accelerate all subsequent BMT steps. In this scenario, C/EBPα acts as a trigger for PU.1, which serves as a ‘relay’ that couples the concomitant silencing and activation of gene expression (Figure 10). This mechanism avoids the formation of ‘confused’ cells, such as cells that upregulate the macrophage program without silencing the B cell program or vice versa, and therefore ensures the faithful establishment of the macrophage transcriptome. It will be interesting to determine whether the structure of PU.1 changes as it is repurposed from a B cell to a macrophage regulator during BMT, and if so, whether this reflects alternative forms of PU.1, such as recently described in an in vitro study (Xhani et al., 2020). Of note, we have not attempted to integrate into our model the fact that PU.1 is expressed at approximately twice the levels in macrophages than in B cells (Singh et al., 1999).

**Figure 10.**
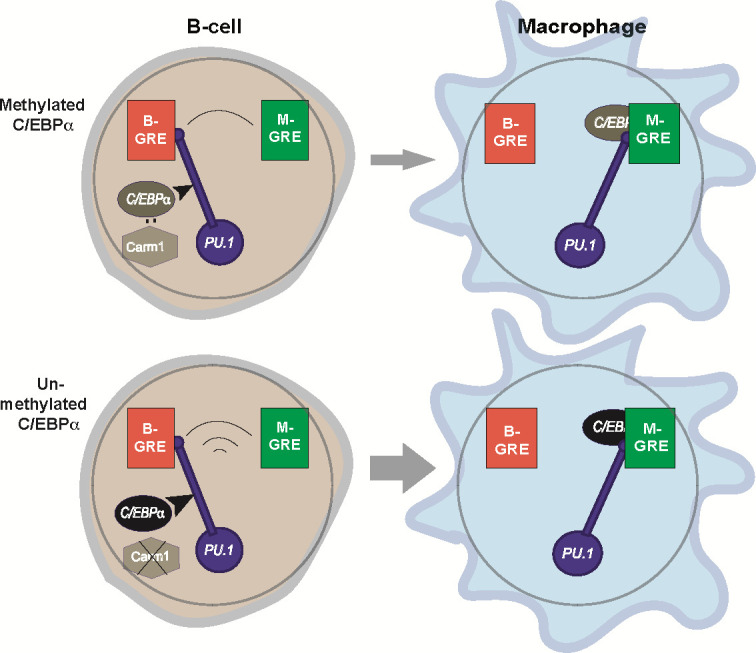
Relay model of B cell to macrophage transdifferentiation (BMT). In this model we propose that PU.1 acts as a relay that coordinates the silencing of B cell-restricted and activation of macrophage-restricted genes. The relay is triggered by C/EBPα entering into the nucleus (curved arrow) where it can interact with Carm1, which in turn can modulate C/EBPα activity (for details, see Figure 9). PU.1 is initially bound to B-GREs in B cells, and during BMT gets relocated to M-GREs that are co-occupied by C/EBPα. The relay velocity is tuned by the potency of incoming C/EBPα, that is, whether or not the factor is methylated. The mutually antagonistic regulation of B cell and macrophage genes enabled by this mechanism ensures the faithful generation of the macrophage phenotype and prevents the formation of stable cell states that express mixed lineage markers (‘confused cells’). Of note, the relay mechanism is unidirectional since about 24hpi B cells become irreversibly committed to macrophages, due to the upregulation of endogenous *Cebpa* that maintains the novel cell state (Bussmann et al., 2009).

A mechanism similar to the C/EBPα-induced redistribution (‘theft’) of PU.1 from B- to M-GREs by an incoming TF as described here has recently been described for Gata6-induced reprogramming of ESCs into primitive endoderm (Thompson et al., 2022) and might also be operative during the Oct4-induced reprogramming of Sox2-expressing neural progenitors to induced pluripotent stem cells (Kim et al., 2009). A theft mechanism involving PU.1 has also been reported for T cell differentiation although in this case PU.1 acts as the ‘thief’ by redirecting the Runx1 and Satb1 to novel sites (Hosokawa et al., 2018). Another relevant example is the sequestering of Gata3 by Tbet from Th2 genes and its relocation to Th1 genes during Th1 cell specification (Hertweck et al., 2022). Thus, TF-mediated redistribution by a theft or ‘relay’ mechanism as proposed here may be a more widespread phenomenon governing cell fate decisions during differentiation.

Arginine side chains can also be converted by peptidylarginine deiminases to citrulline residues that cannot be methylated by Carm1 (Cuthbert et al., 2004) and therefore deimination at R35 might be involved in regulating C/EBPα activity. However, against this possibility is our previous finding that R35 is methylated but not citrullinated in myeloid cells (Ramberger et al., 2021b). Another argument is the observed capacity of TP064 to accelerate BMT, as this is a highly specific inhibitor of Carm1 that blocks the substrate binding site of the enzyme (Nakayama et al., 2018).

The location of arginine 35 within the IDR of C/EBPα, together with its ability to regulate the activity of the factor, raises the possibility that C/EBPαR35A generates a locally structured stretch within the IDR that acts as a substrate for PU.1. Alternatively, the IDRs of C/EBPα and PU.1 might engage in weak interactions to form transcriptional condensates Boija et al., 2018 whose properties might differ between wild-type and mutant C/EBPα. The initial inspection of the C/EBPα DNA binding profiles at 3 hpi suggested that C/EBPα^WT^ and C/EBPα^R35A^ have different DNA binding preferences for B- and M-GREs. However, the observation of similar ‘preferences’ by PU.1 suggests that they reflect differences in the timing of PU.1:C/EBPα release from B-GREs and binding to M-GREs. The kinetics of chromatin accessibility changes over time at the same sites observed by ATAC-seq further supports this interpretation.

The findings described help explain how C/EBPα and PU.1 co-operate to generate macrophage-like cells from fibroblasts (Feng et al., 2008). Thus, while C/EBPα^WT^ can bind to closed chromatin and induce a transition to open chromatin, the combination with PU.1 does so faster and this is even further accelerated with C/EBPα^R35A^, at speeds exceeding that of other pioneer TFs studied so far (Lerner et al., 2020). Similar to our observations of gene expression during BMT, in this system the differences between the wild-type and the mutant are much more pronounced at an early timepoint, suggesting that the chromatin changes in C/EBPα^WT^ cells eventually catch up.

Our research has uncovered a close connection between the speed of cell fate choice and directionality during forced and normal myeloid differentiation. Such a link may also have implications for the formation of cancer cells. Thus, Carm1-deficient mice are resistant to MLL-AF9-induced acute myeloid leukemia (Greenblatt et al., 2016; Greenblatt et al., 2018), probably because a critical target protein cannot be methylated by the enzyme. This target might be C/EBPα itself, which had been shown to be required for the formation of MLL-AF9-induced AML (Ye et al., 2015; Ohlsson et al., 2016). Our findings suggest that in GMPs the methylated form of C/EBPα promotes the development of granulocytes, while the unmethylated form drives monocyte formation, consistent with observations with the Carm1 knockout model (Greenblatt et al., 2018). However, further research is needed to determine whether the two forms of C/EBPα exhibit mutually exclusive activities or distinct but overlapping functions.

A role of TF methylation by Carm1 in cell fate directionality has also been described for muscle differentiation of satellite stem cells. Here, asymmetric di-methylation of four arginines in Pax7 results in the recruitment of MLL1/2, activation of Myf5 and subsequent muscle cell specification (Chang et al., 2018; Kawabe et al., 2012). Another example is the requirement of Carm1 for early embryo development, which has been associated with the methylation of H3R26 and BAF155 and have been proposed as drivers of the process (Torres-Padilla et al., 2007; Panamarova et al., 2016). However, it seems possible that there are so far unknown TFs targeted by Carm1 that might play a key role.

In summary, our studies about how a mutant of C/EBPα accelerates BMT has provided substantial new insights into the sequential steps occurring during a TF-driven cell fate conversion. Importantly, they suggest that the balance of two forms of a single TF - one post-translationally modified and the other not - can determine the directionality of a binary cell fate decision. This finding challenges the current view that the relative levels of antagonistic lineage-instructive TFs are primarily decisive for cell fate decisions (Radomska et al., 1998; Graf and Enver, 2009; Torcal Garcia and Graf, 2021). Enzyme-mediated TF modifications that accelerate the speed of transdifferentiation, as described here, may apply more broadly to cell fate decisions during development and differentiation. This might apply regardless of whether these decisions occur gradually, such as in hematopoiesis (Velten et al., 2017), or abruptly, such as in neuronal differentiation (Konstantinides et al., 2022). Further explorations about the relationship between the velocity of a cell fate transition and lineage choice should provide a deeper understanding of the mechanisms that underly developmental disorders, including certain forms of cancer.

## Materials and methods

### Mice

As a source for the primary B cells used in our experiments, we used C57BL/6J mice. The number of female and male mice used was balanced. Mice were housed in standard cages under 12 hr light-dark cycles and fed ad libitum with a standard chow diet. All experiments were approved by the Ethics Committee of the Barcelona Biomedical Research Park (PRBB) and performed according to Spanish and European legislation.

### Primary cells, cell lines, and cell cultures

Primary B cells were isolated from the bone marrow with a monoclonal antibody to Cd19 (BD Biosciences, Cat#553784) using MACS sorting technology (Miltenyi Biotech) as previously described (Di Stefano et al., 2016). They were cultured on gelatinized plates containing S17 feeder cells in RPMI culture medium (Gibco, Cat#12633012) containing 20%-FBS (Gibco, Cat#10270-106), 100 U/mL penicillin- 100 ng/mL streptomycin (Gibco, Cat#15140122), 2 mM L-glutamine (Gibco, Cat#25030081) and 0.1 mM 2-mercaptoethanol (Invitrogen, Cat#31350010) (further addressed as mouse B cell medium), which was further supplemented with 10 ng/mL of IL-7 (Peprotech, Cat#217-17). B cells expanded for 3 days correspond to pre-B cells. 293T human embryonic kidney cells, NIH3T3 fibroblasts (ATCC #173), RAW 2647 macrophages (ATCC #TIB-71), and mouse embryo fibroblasts were cultured in 10% FBS (Gibco, Cat#10270-106) DMEM (Gibco, Cat#12491015) medium. The final culture medium also contained 100 U/mL penicillin and 100 ng/mL streptomycin (Gibco, Cat#15140122), 2 mM L-glutamine (Gibco, Cat#25030081), and 0.1 mM 2-mercaptoethanol (Invitrogen, Cat#31350010) (further addressed as DMEM complete medium). The human BLaER1 B cell line was validated to have originated from the RCH-ACV cell line by STR (DSMZ) and contains the t(1,19) translocation based on HiC, as expected. The line and its derivatives were grown in RPMI culture medium (Gibco, Cat#22400089) containing 20%-FBS (10270-106, Gibco) (further addressed as human B cell medium). All cell lines are mycoplasma free based on periodic broad-spectrum mycoplasma testing.

### Induction of mouse BMT

Induction of transdifferentiation of primary B cells (also referred to as B cells) into macrophages was performed as previously described (Xie et al., 2004). Briefly, isolated B cells were infected with C/EBPα-ER-hCD4 retrovirus, plated at 500 cells/cm^2^ in gelatinized plates (12 wells) onto mitomycin-C (Sigma, Cat#M0503)-treated MEFs (10 μg/mL mitomycin-C for 3 hr to inactivate MEFs). Cells were transdifferentiated in mouse B cell medium, supplemented with 10 ng/mL each of IL-7 (Peprotech, Cat#217-17), IL-3 (Peprotech, Cat#213-13), FLT-3 (Peprotech, Cat#250-31), mCSF-1 (Peprotech, Cat#315-03B), mSCF (Peprotech, Cat#250-03). One hundred nM 17b-estradiol (E2) (Merck Millipore, Cat#3301) was used to shuttle C/EBPαER into the nucleus. B cell culture medium without IL-7 was renewed every 2 days.

### Induction of mouse fibroblast to macrophage transdifferentiation

Fibroblast transdifferentiation into macrophage experiments were performed as previously described (Feng et al., 2008). Briefly, NIH 3T3 fibroblasts were infected with C/EBPα-ER-IRES-hCD4 wild-type or mutant retrovirus, hCD4 positive cells sorted and a cell line for each construct. Cells were plated at 200,000 cells/mL in gelatinized six-well plates and infected with PU.1∆PEST-IRES-GFP retrovirus. After 24 hr cells were re-plated at 30,000 cells/mL in gelatinized 24-well plates in DMEM complete medium supplemented with IL-3 (Peprotech, Cat#213-13) mCSF-1 (Peprotech, Cat#315-03B) and 100 nM E2 to induce C/EBPα, followed by FACS analysis for Mac-1 expression.

### Induction of human BMT

C/EBPα-induced transdifferentiation of BLaER and RCH-ACV cell lines was performed as previously described (Rapino et al., 2013). Briefly, RCH-ACV cells grown in human B cell medium were infected with C/EBPα-ER-IRES-GFP retroviruses (wild-type or mutant) and single GFP-positive cells sorted to generate BLaER2 and BLaER2-A lines. These lines were then infected with rtTA-puromycin retroviruses and selected with 1 µg/mL of puromycin for 1 week. Resistant cells were further infected with pHAGE-TetO-Carm1-IRES-dTomato lentiviruses. Cells were induced with 2 μg/mL of Dox (Sigma, Cat#D9891), tomato-positive cells sorted, and single-cell-derived lines RRC3 and RAC1 established. For the induction of transdifferentiation cells grown in human B cell medium supplemented with 10 ng/mL each of IL-3 (Peprotech, Cat#200-03), CSF-1 (Peprotech, Cat#315-03B) were treated with 2.5 μM 4-OHT (Sigma, Cat#H7904).

### Hematopoietic colony forming assay

Bone marrow-derived GMPs from C57BL/6J mice were isolated by FACS, cultured in Methocult GF M3434 (03434, Stem Cell Technologies) for 14 days and scored microscopically.

### Cell transfection

293T cells were transfected by using either calcium phosphate (see below) or polyethylenimine according to the manufacturer’s protocol (Polysciences, Cat#24765-2).

### Lentivirus production and infection

Lentiviruses were produced after transfecting 293T cells with 20 μg of lentiviral vector plus 6 μg of pCMV-VSV-G, 15 μg of pCMVDR-8.91, using calcium phosphate. Briefly, calcium phosphate-DNA precipitates were prepared by pooling the three plasmids in a 2.5 M CaCl_2_ aqueous solution. While vortexing, one volume of HBS 2× (HEPES-buffered saline solution pH = 7.05, 280 mM NaCl, 0.05 M HEPES, and 1.5 mM Na_2_HPO_4_) was added dropwise to an equal volume of the calcium phosphate-DNA solution. The mixture was incubated for 15 min at room temperature and added dropwise to 293T cells grown in DMEM complete medium onto gelatin-coated 100 mm dishes. After 8 hr of incubation at 37°C, the transfection medium was replaced with fresh medium and the supernatant collected after 24 hr. The medium was replaced again, and a second round of supernatant was collected after another 24 hr and mixed with the previous batch. The combined supernatants were centrifuged for 5 min at 300 relative centrifugal force (rcf) and filtered through 0.45 μm strainers to remove cell debris. Lentiviral particles were then concentrated by centrifugation for 2 hr at 20,000 relative centrifugal force (rcf) (Beckman Coulter, Optima L-100K) in round bottom polypropylene tubes (Beckman Coulter, Cat#326823). After discarding the supernatants, the lentiviral pellets obtained from one 150 mm dish were thoroughly re-suspended in 80 μL of PBS. 10^6^ fresh cells were then collected in 900 μL of the respective culture medium and 10 μL of lentiviral suspension were added. Subsequently, the virus-cell mixture was centrifuged at 1000 rcf for 2 hr at 32°C (Beckman Coulter, Allegra X-30R). Infected cells were then cultured as described above and subsequently FACS-sorted for the establishment of clonal cell lines.

### Retrovirus production and infection

For the production of retroviruses used to infect mouse cells (Bussmann et al., 2009) we transfected platinum E cells (Cell Biolabs, Cat#RV-101) with the respective constructs. Platinum A cells (Cell Biolabs, Cat#RV-102) were transfected for use in the infection of human cells as previously described (Di Stefano et al., 2014).

### Carm1 inhibition experiments

To inhibit Carm1 enzymatic activity we used TP064 (Bio-Techne RD Systems, Bristol, UK) as previously described (Nakayama et al., 2018). For experiments with B cells, these were pre-incubated with 5 µM of TP046 24 hr prior to induction with E2, and treatment with the inhibitor continued during the time of induction. For the colony forming assay with GMPs, 1–10 µM of TP064 was added to the medium at the time of plating.

### Cell purification

Mouse bone marrow cell extraction was performed as previously described (Di Stefano et al., 2014). Briefly, femurs and tibias of C57BL/6J mice were extracted and crushed on a mortar in PBS supplemented with 4%FBS and 2 mM EDTA and filtered through 0.45 μm strainers (Merck Millipore, Cat#SLHV033RB). For B cells, bone marrow-derived cells were incubated with sequentially 0.1 µg per 1 million cells of both Fc block and CD19-biotin antibody for 10 and 20 min, respectively, followed by 10 µL of magnetic streptavidin microbeads (Miltenyi, Cat#130-048-101) for an additional 20 min. CD19+ cells were sorted using LS columns (Miltenyi, Cat#130-042-401). For BMT CD19+ B cells were infected with C/EBPα-ER-IRES-hCD4 (wild-type and mutants) and cultured over MEF feeder cells for 4 days. Cultured B cells were incubated sequentially with 0.1 µg per 1 million cells of both Fc block and hCD4-biotin antibody for 10 and 20 min, respectively, followed by 10 µL of magnetic streptavidin microbeads (Miltenyi, Cat#130-048-101) for an additional 20 min. hCD4+ cells were enriched with LS columns (Miltenyi, Cat#130-042-401).

For GMPs, bone marrow cells were lineage-depleted using a Lineage Cell Depletion Kit (Miltenyi, Cat#130-090-858). Lineage negative cells were then incubated with CD34-APC, cKit-APC-Cy7, Sca1-PE-Cy7, and CD16/32-FITC for 1.5 hr. Sca1- cKit+ CD34+ CD16/32+ cells (GMPs) were sorted using either FACS Aria or Influx cell sorters. For granulocytes and monocytes, bone marrow-derived cells were incubated sequentially with 0.1 µg per 1 million cells of both Fc block and Mac1-biotin antibody for 10 and 20 min, respectively, followed by 10 µL of magnetic streptavidin beads (Miltenyi, Cat#130-048-101) for an additional 20 min. Mac1+ cells were sorted using LS columns (Miltenyi, Cat#130-042-401) and incubated with Mac1-PE and Ly6g-APC for 20 min. Mac1+ Ly6g- (monocytes) and Mac1+ Ly6g+ cells (granulocytes) were sorted using either FACS Aria or Influx cell sorters.

For 3T3 NIH fibroblasts cells infected with C/EBPα-ER-IRES-hCD4 (WT and R35A) were incubated with 0.1 µg per 1 million cells of both Fc block and hCD4-biotin antibody (BD Pharmingen, Cat#555347) for 10 and 20 min, respectively, followed by 10 µL of magnetic streptavidin beads (Miltenyi, Cat#130-048-101) for an additional 20 min. hCD4+ cells were purified using LS columns (Miltenyi, Cat#130-042-401).

For B lymphoblastic leukemia cells (RCH-ACV) cells stably infected with C/EBPα-ERT2-IRES-GFP, rtTA-Puro and TetO-Carm1-IRES-TdTomato were induced with 1 µg/mL of Dox (Sigma-Aldrich, Cat#D9891). GFP+ and TdTomato+ cells were single cell-sorted using either FACS Aria or Influx cell sorters.

In co-cultures between B cells and feeder cells, non-adherent cells were collected, joined with trypsinized adherent cells, and centrifuged at 300 rcf for 5 min. Cells were re-suspended in 100 μL PBS containing 1 μg/mL of mouse Fc block for 10 min. Conjugated primary antibodies were added to the blocking solution and cells were further incubated at 4°C in the dark for 20 min. Cells were washed with additional 1 mL of PBS and centrifuged at 300 rcf for 5 min. The supernatant was discarded and cells were re-suspended in 500 μL of PBS containing 5 μg/mL of DAPI. Samples were processed in a FACS analyzer (LSR II, BD; Fortessa, BD) with DiVa software and data analyzed using FlowJo software. Antibodies used for cell sorting and flow cytometry are listed in Supplementary file 3.

### Phagocytosis assay

After BMT, cells were removed from feeder cells through differential adherence to tissue culture dishes for 40 min. Around 200,000 of the resulting B cells (or induced macrophages) were plated in each well of a 24-well plate containing 0.01% poly-L-lysine-treated coverslips (Corning, Cat#354085) in 10% FBS-DMEM supplemented with IL-3 (Peprotech, Cat#213-13), mCSF-1 (Peprotech, Cat#315-03B) and cultured at 37°C overnight in the presence of 1:1000 diluted blue fluorescent carboxylated microspheres (Fluoresbrite, Cat#17458-10). Cells were centrifuged at 1000 rcf for 5 min to improve attachment to the coverslips. The supernatant was removed and the cells were washed once with PBS.

For fixation, 4% PFA was added to the wells for 20 min, cells were washed twice with PBS and cell membranes permeabilized with 0.1% Triton X-100 PBS (0.1% PBST) for 15 min at room temperature. Cells were blocked using 0.1% PBST with 3% bovine serum albumin (BSA) for 30–45 min. Cells were washed twice in PBS. Actin filaments were subsequently stained with 1:100 diluted red phalloidin (Alexa Fluor 568, Thermo Fisher Scientific, Cat#A12380) while DNA was stained with a 1:500 diluted yellow probe (Quant-iT PicoGreen dsDNA Assay Kit, Thermo Fisher Scientific, Cat#P7589). Cells were incubated with the two dyes in 0.1% PBST containing 1% BSA at room temperature for 1 hr in the dark and washed twice with PBS afterward. Coverslips carrying the attached cells in the well were then recovered with tweezers and mounted upside-down onto a charged glass slide containing a 14 μL drop of mounting medium (7 μL Dako+7 μL 0.1% PBST). Coverslips were sealed with nail polish and imaged in a Leica TCS SPE inverted confocal microscope.

### Proximity labeling of protein interactions by mass spectrometry

C/EBPα- and C/EBPβ-deficient mouse v-abl-transformed B cells were transduced with pRetroX vectors containing Dox-inducible wild-type C/EBPα or R35A C/EBPα constructs C-terminally fused to TurboID or only TurboID ligase as a control (Branon et al., 2018). Cells were selected with 1 µg/mL puromycin for 2 weeks in DMEM supplemented with 10% charcoal-treated FBS, 1% penicillin/streptomycin, 1% HEPES, and 50 mM β-mercaptoethanol. One µg/mL Dox was added for 6 hr and proximity labeling performed by addition of 500 µM biotin for 30 min. Cells were then harvested by centrifugation, washed three times in ice-cold PBS, lysed, biotinylated proteins pulled down and subjected to LC-MS/MS as previously described (Ramberger et al., 2021b).

### Analysis of mass spectrometry data

Raw data was analyzed using MaxQuant (version 1.6.3.3) against mouse proteome (Uniprot, 2019 version) with isoforms using standard settings. Additional options included fast LFQ, ‘match between run’, and lysine biotinylation (Cox et al., 2014). The data were analyzed using R-statistical software package (version 3.6.1). The protein files from MaxQuant were filtered for contaminants, reverse hits and proteins identified only by site. Intensity values were log2 transformed and filtered to allow only proteins with valid values in all four replicates in at least one of the experimental groups. Remaining missing values were imputed from normal distribution with width of 0.3× standard deviation and downshift of 1.8 from an observed mean. Significant interactors were defined as >2-fold enriched against TurboID and no-Dox controls and to pass the significance cutoff (adj. p-value <0.05) in both t-tests against the two controls. Multiple testing correction was applied using the Benjamini-Hochberg procedure. Differential interactors were scored based on the mean log2FC (WT/R35A)±3 s.d. cutoff. Data from each experimental group (C/EBPα^WT^ and C/EBPα^R35A^ at 6 hpi) were obtained from four replicates.

### Proximity ligation assay

PLA was performed using Duolink Orange Kit (Sigma-Aldrich, Cat#DUO92007). Briefly, after sorting or culturing desired cell populations, 8000–100,000 cells per well were seeded into 24-well plates containing 0.01% poly-L-lysine (Sigma) treated coverslips in appropriate medium, centrifuged at 1000 × *g* for 5 min and fixed with 4% PFA for 15 min. Subsequent steps were performed according to the kit’s protocol with antibody concentrations identical to those used for immunofluorescence. Coverslips were mounted using Fluoroshield mounting medium with DAPI (Abcam, Cat#ab104139) and imaged in a Leica TCS SPE confocal microscope.

### Immunostaining by flow cytometry

After antibody staining of cell surface markers, cells were fixed in 4% BSA for 10 min at room temperature in a rotating wheel. Fixation was stopped with two washes in PBS. Cells were permeabilized in 0.1% PBST at room temperature in a rotating wheel for 10 min. Cells were blocked using 0.1% PBST with 3% BSA for 30–45 min. Cells were washed twice in PBS. Cells were incubated with primary antibodies and secondary antibodies diluted at the stated concentrations in 0.1% PBST with 1% BSA for 2 and 1 hr, respectively, with two washes in PBS in between and after. Cells were resuspended in PBS and processed in a FACS analyzer (LSR II, BD; Fortessa, BD) with DiVa software and data analyzed using FlowJo software.

Antibodies used for cell surface immunofluorescence and intracellular staining for flow cytometry are listed in Supplementary file 1.

### Protein extraction, immunoprecipitation, and western blotting

Preparation of whole cell lysates and immunoprecipitation of wild-type or mutant C/EBPα proteins were performed as previously described (Kowenz-Leutz et al., 2010). Briefly, cells were lysed (20 mM HEPES pH 7.8, 150 mM NaCl, 1 mM EDTA pH 8, 10 mM MgCl_2_, 0,1% Triton X-100, 10% glycerol, protease inhibitor cocktail [Merck], 1 mM DTT, 1 mM PEFA bloc [Böhringer]). Immunoprecipitation was performed with appropriate antibodies as indicated for 2 hr at 4°C. Immunoprecipitated proteins were collected on Protein A Dynabeads (Invitrogen, Cat#100001D) or Protein-G Dynabeads (Invitrogen, Cat#10004D), separated by SDS-PAGE (Mini PROTEAN TGX, 4–15%, Bio-Rad #5671084). For western blotting, samples were loaded in 10% Mini-PROTEAN TGX gels (Bio-Rad) and resolved by electrophoresis in running buffer (Supplementary file 2). Protein samples were transferred to a methanol pre-activated PVDF membrane (Bio-Rad, Cat#1620177) by running them in transfer buffer (TBS) (Supplementary file 2) for 1 hr at 300 mA and 4°C. Membranes were rinsed in milliQ water and protein transfer was checked by Ponceau staining (Sigma). Transferred membranes were washed once with TBS and three times with TBS-Tween (TBST) followed by 5% milk in TBST for 45 min. Membranes were then incubated with primary antibodies (Supplementary file 3) in 5% milk TBST, rotating overnight at 4°C, then washed three times with TBST followed by incubation with the secondary antibodies conjugated to horseradish peroxidase in 5% milk TBST for 1 hr. After three TBST washes, proteins were detected using enhanced chemiluminescence reagents (Amersham ECL Prime Western Blotting detection) in an Amersham Imager 600 analyzer or visualized by ECL (GE Healthcare, UK). Quantification of band intensity from scanned blots was performed with Fiji software.

### Electrophoretic mobility shift assay

Nuclear extracts were prepared from transfected 293T cells by a mininuclear extract protocol (Schreiber et al., 1989). EMSA were performed as previously described (Kowenz-Leutz et al., 1994) using double-stranded IRDye Oligonucleotides containing a C/EBP-binding site: IRD800-GACACTGGATTGCGCAATAGGCTC and IRD800-GAGCCTATTGCGCAATCCAGTGTC (Metabion). Briefly, binding reactions with nuclear extracts (2.5 µg) and double-stranded IRD800 oligos (20 pmol) were incubated for 15 min on ice, orange loading dye (Li-Cor, Cat#P/N 927-10100) was added and protein-DNA complexes were separated on a 5% native polyacrylamide gel in 0.5× TBE at 25 mA at room temperature. EMSA results were visualized and quantified (Odyssey scanner, Licor, channel 800 nm).

### In vitro protein methylation assay

Methylation of peptides (PSL, Heidelberg, Germany, Supplementary file 4) was performed using the bioluminescence-based MTase-Glo Assay (Promega, Cat#V7601) according to the manufacturer’s protocol. Assay conditions: 200 ng of enzyme was incubated with 5 μM peptide, 10 μM *S*-adenosyl-L-(methyl)-methionine as methyl donor (SAM) and 6× methyltransferse-Glo reagent at 23°C for 60 min. *S*-adenosylhomocysteine generated during the reaction was converted to ADP as a proportional reaction product dependent of substrate methylation by the enzymes. Subsequent incubation with the Methyltransferase-Glo Detection Solution at 23°C for 30 min converts ADP to ATP that is used in a luciferase/luciferin-based reaction and determined as relative light units in a Berthold luminometer (Hsiao et al., 2016).

### RNA-sequencing

RNA was extracted with a miRNeasy mini kit (217004, QIAGEN), quantified with a NanoDrop spectrophotometer and its quality examined in a fragment Bioanalyzer (Aligent 2100 Bioanalyzer DNA 7500 assay). CDNA was synthesized with a High-Capacity RNA-to-CDNA kit (4387406, Applied Biosystems). For RNA-seq, libraries were prepared with a TruSeq Stranded mRNA Library Preparation Kit (Illumina) followed by single-end sequencing (50 bp) on a HiSeq2500 instrument (Illumina), obtaining at least 40 million reads per sample.

Quality control of FASTQ reads was performed using FastQC version v.0.11.3. Reads were mapped aligned to the mm10 genome using STAR version 2.5.0a (Dobin et al., 2013). Gene expression was quantified using STAR (--quantMode GeneCounts). Normalized counts and differential gene expression analysis were carried out using DESeq2 version 1.14.1 (Love et al., 2014). For each transdifferentiation experiment, timepoint 0 hr was set as a reference point and any gene that exhibited a statistically significant change in expression (log2FC ≥0.5849625 and p-value ≤0.05) at a later timepoint was isolated. For PCA, log2 DESeq2 normalized counts of DEGs averaged across replicates were used. The R prcomp() command with scale = T was used. Pheatmap version 1.0.12 was used to visualize changes in gene expression for all the isolated DEGs with the following clustering options: clustering_distance_rows=‘correlation’, clustering_method=‘ward.D2’, scale=‘row’.

DEGs were determined for each timepoint as described in the ‘Materials and methods’. The union of identified DEGs in the WT and R35A systems per timepoint were used to generate scatterplots depicting the log2FC changes of the aforementioned genes for each transdifferentiation system. A regression line, colored in red, was fit for each scatterplot using the geom_smooth(method = lm) R command. The identity line (y=x line) is depicted in green. The spearman correlation coefficient (cor(method = ‘spearman’) function in R) and the number of DEGs are also depicted per scatterplot.

### GO analyses

Functional analyses by GO were performed with the R package ‘g: profiler2’ version 0.2.0 (Raudvere et al., 2019). Baloonplots depict all pathways associated with a specific keyword that were found enriched in at least one cluster. Metaplots for each cluster depict the average log2FC values of genes per timepoint and per cluster. Shaded background corresponds to the mean values ± 1.644854 s.d. Gene expression analysis of signature genes was performed using the individual values of the B cell genes *Pax5, Ebf1, Foxo1, Ikzf1, Rag1, Rag2, Bcl11a, Spib, Ikzf3, CD2, CD19, Igll1, Vpreb1, Vpreb2, Vpreb3, Pou2a1, Blk, CD79a, CD79b, Lef1* and the macrophage genes *C1qc, Fcer1g, Sell, Ccr1, Mitf, Tlr2, Csf1r, Trem2, Fam20c, Adam8, Batf2, Fes, Itgam, Ccl3, CD300lf, Tnsf9, Tyrobp, CD14, Ifitm6, Csf3r ,* normalized to timepoints o hr for B cell genes and 120 hr for macrophage genes.

### Chromatin accessibility by ATAC-seq

ATAC-seq was performed as published (Buenrostro et al., 2015). Briefly, cells were harvested at the mentioned timepoints, feeder-depleted and lysed and 50,000 cells used per condition. Immediately, transposition was performed using Nextera Tn5 Transposase (15027865, Illumina) at 37°C for 30 min. Chromatin was then purified using QIAGEN MinElute PCR Purification Kit (28004, QIAGEN). DNA was then amplified using NEBNext High Fidelity PCR Master Mix (M0541S, New England Biolabs Inc) and barcoded primers. qPCR was performed to determine the optimal number of cycles for each condition to stop amplification prior to saturation. Quality was analyzed by gel electrophoresis and in a fragment Bioanalyzer (Agilent 2100 Bioanalyzer DNA 7500 assay).

Read quality was assessed with FastQC version v.0.11.3. Adaptors were removed using Cutadapt (version 0.4.2_dev) TrimGalore! In paired end mode (--paired –nextera) (Martin, 2011). Reads were aligned to the mm10 genome using bowtie2 (v 2.2.4) in paired end mode with standard parameters. Output SAM files were converted to BAM files using samtools (v 0.1.19) (Li et al., 2009). BAM files were sorted and indexed using the samtools commands sort and index, respectively. Low-quality reads and reads associated with a not primary or supplementary alignment SAM flag were filtered out using the samtools command ‘samtools view -F 2304 -b -q 10’. PCR duplicates were removed with Picard MarkDuplicates (version 2.3.0) with the following options: ‘REMOVE_DUPLICATES = true ASSUME_SORTED = true VERBOSITY = WARNING’.

Filtered BAM files were indexed with samtools index and were used as input in the bamCoverage command of deeptools (v3.0.1) (Ramírez et al., 2016) in order to generate bigwig files. bamCoverage was used with the options –binSize 1 –normalizeUsing RPGC –effectiveGenomeSize 2150570000 –extendReads –outFileFormat bigwig. In order to call peaks, bam files of each timepoint and experiment were merged using the samtools merge command. Resulting merged bam files were indexed, and peaks were called using MACS2 with the options -f BAMPE –nolambda –nomodel -g mm -q 0.05.

### Determination of differentially accessible ATAC peaks

In order to pinpoint regions of interest, peaks of all timepoints and all experiments were merged using the bedtools suite command bedtools merge. Read counts falling within the merged peak regions were calculated using the Rsubread package and the featurecounts command with the options isPairedEnd = T, strandSpecific = 0, useMetaFeatures = F. For each transdifferentiation experiment, DESeq2 was used in order to compare all timepoints with timepoint 0 hr. Any peak showing a logFC ≥1, an adjusted p-value ≤0.05, and average counts across timepoints ≥5 was termed as a differentially accessible region and was kept for further analyses. The total number of peaks isolated was 91,830. Variance stabilized counts were calculated for the isolated regions using the DESeq2 command varianceStabilizingTransformation and the options ‘blind = T’’, fitType=‘’parametric’’. Variance stabilized counts were averaged across timepoint replicates by raising them at the power of 2, extracting their average and log2 transforming the resulting mean. PCA was applied to this dataset using the R prcomp command, with ‘scale = T’.

To group peaks, PCA was initially applied and PC1 and PC2 values for the 91,830 regions were used in order to arbitrary cluster peaks into three groups depending on the sign of their PC1 and PC2 values. Values for each of the three groups were visualized using the pheatmap package. Visual examination of the three main groups showed different trends: peaks whose accessibility higher at 120 hr (43,429 peaks), lower at 120 hr (36,380 peaks), and higher at 18 hr (12,021 peaks).

### Motif analysis

Peaks from the three different groups were centered and extended 50 bp upstream and downstream. Nucleotide sequences for each centered peak were extracted using bedtools getfasta. Sequences were submitted into MEME-ChIP with the following parameters: -dna -seed 49 -meme-nmotifs 20 -meme-minw 5 -meme-minsites 2 -meme-minw 4 -meme-maxw 12. TOMTOM was run using the output meme.txt file in order to identify matches of known TF motifs to the de novo discovered motifs. For each TOMTOM output a series of additional filtering steps were undertaken:

1. De novo motif sequences need to have ≤ 75% rate for each nucleotide (filtering out repetitive motifs).
2. TOMTOM q-values have to be ≤0.01.
3. The matched TF has to be expressed at least at one timepoint.

### Promoter accessibility analysis

Genomic coordinates of mm10 genes were downloaded from the UCSC table browser (RefSeq genes). A single promoter region was assigned to each gene. The region consisted of 1 kb upstream and downstream of the transcription start site of the largest transcript of each gene. Counts for each timepoint and each transdifferentiation experiment were assigned to each promoter as described above. DESeq2 was used in order to identify differentially accessible promoters as described above with the following differences regarding the cutoffs used: -foldChange ≥ 1.5 and p-value ≤ 0.05. Variance stabilized counts were extracted for each differentially accessible promoter, a mean value per replicate was extracted, and the values were plotted using pheatmap. Promoters were then grouped into eight clusters. Baloonplots depict all pathways associated with a specific keyword that were found enriched in at least one cluster.

For each promoter cluster and each promoter, log2FC changes were extracted by comparing expression levels (DESeq2 normalized counts) of every timepoint with the corresponding timepoint 0 hr of the experiment.

### SMT experiments

Thirty-thousand NIH 3T3 cells inducible for C/EBPα^WT^-Halo or C/EBPα^R35A^-Halo (3T3aER-R and 3T3aER-A, respectively) were seeded in eight-well plates (Lab-Tek 155049), and induced for 6 or 24 hr with 1 µg/mL Dox, with or without prior infection for 24 hr with TetO-FUW-PU.1 lentivirus. Right before imaging, cells were treated with 5 nM of Janelia Fluor 549 (JF549) Halo Tag ligand (a kind gift from Luke Lavis, HHMI) for 15 min. Cells were subsequently washed three times in PBS at 37°C, and GlutaMAX medium (Thermo Fisher, Cat#21063029) was added to each well. All imaging was carried out with a Nanoimager S super resolution microscope (Oxford Nanoimaging Limited) under highly inclined thin illumination (HILO) conditions (Tokunaga et al., 2008). A scientific complementary metal oxide semiconductor camera was used with a 2.3 electrons rms read noise at standard scan, a 100×, 1.49 NA oil immersion objective, and a 561 nm green laser. For imaging experiments, one frame was acquired with a 100 ms exposure time at 10 Hz to measure the intensity of fluorescence of the nuclei, and for SMT experiments, 5000 frames were acquired with an exposure of 10 ms (100 Hz).

### Two-parameter SMT analysis

Quantification and statistical analysis of SMT was performed as previously described (Lerner et al., 2020). In brief, TIF stacks SMT movies were analyzed using MATLAB-based SLIMfast script (Teves et al., 2016), a modified version of MTT (Sergé et al., 2008), with a maximal expected diffusion coefficient (DMax) of 3 μm^2^/s. The SLIMfast output.txt files were reorganized by the homemade csv converter.m MATLAB script (available in Lerner et al., 2020) in.csv format for further analysis. The single molecule tracking.csv files (see previous section) were first classified by the homemade SMT_Motion_Classifier.m MATLAB script. Single molecule trajectories (or tracks) with a track duration shorter than five frames were discarded from the analysis. Motion tracks are classified by the script in different groups: tracks with α≤0.7 were considered as Confined; motion tracks with 0.7 < α < 1 as Brownian; and motion tracks with α ≥ 1 as Directed. In addition, the motion tracks showing a behavior similar to a levy-flight (presenting mixed Confined and Directed/Brownian behavior) were detected by the presence of a jump superior to the average jump among the track + a jump threshold of 1.5, and classified as ‘Butterfly’. Butterfly motion tracks were segmented into their corresponding Confined and Directed/Brownian sub-trajectories for posterior analysis. As an additional filtering step of confined motions (including confined segments of Butterfly tracks), we defined a jump threshold of 100 nm, to filter out motion tracks with an average frame-to-frame jump size larger than 100 nm. All scripts are publicly available.

### Chromatin immunoprecipitation followed by high-throughput sequencing

To obtain samples for the ChiP-seq experiments biological duplicates of primary B cells expressing either C/EBPα^WT^ ER or C/EBPα^R35A^ ER were induced for 3 hr with E2 and 100,000 cells per sample processed by ChIPmentation, as described (Schmidl et al., 2015) (see also: https://www.nature.com/articles/nmeth.3542). Three µL of anti-C/EBPa antibody (Santa Cruz sc-61 14AA) or anti-PU1 (Santa Cruz sc-352 T21) were used per immunoprecipitation. Tagmentation of immobilized C/EBPa or PU1-enriched chromatin was performed for 5 min at 37 degrees in a 25 µL transposition reaction mix. Libraries were prepared with an Illumina TruSeq ChIP Library Preparation Kit and after quality control on Bioanalyzer sequenced (1 × 50 bp) on an Illumina HiSeq2500 instrument.

ChIP-seq data were processed similarly to ATAC-seq data (refer to ‘determination of differentially accessible ATAC peaksanalysis of ATAC-seq data’ section) with the following modifications: bamCoverage was used with: --binSize 1 --normalizeUsing RPKM --effectiveGenomeSize 215057000. Peak calling for each experiment was conducted using macs2 callpeak and the options -f BAMPE -g mm.

### Identification of differentially occupied peaks

Duplicates from C/EBPα^WT^ and C/EBPα^R35A^ peaks were merged using bedtools merge. The number of reads per peak were quantified and differentially occupied peaks identified as described in the ‘Differentially accessible ATAC-seq peaks’ section. Peaks with an average of at least 20 reads, p-adjusted ≤ 0.05 and |logFC| ≥ 1 were classified as differentially occupied peaks. The same process was repeated for PU.1 peaks in the C/EBPα^WT^ and C/EBPα^R35A^ systems.

### Statistical analyses

Statistical analyses were performed using Prism 9 software. To calculate significance, samples from at least three biologically independent experiments were analyzed. Two biological replicates were used for RNA- and ATAC- sequencing experiments and statistics applied to the expression of a collection of genes. For samples with n≥3, values shown in the figures represent mean ± s.d. Box plots represent median with quartiles and whiskers and individual values are shown. One-way, two-way ANOVA (with the corresponding multiple comparison analyses) and Student’s t-tests were applied accordingly. p-Values appear indicated in each figure only when ≤0.05. In time course experiments, p-values of differences between conditions by two-way ANOVA are shown. In box plots, p-values of each individual timepoint as well as p-values of differences between conditions by two-way ANOVA are shown.

### Newly created materials

All constructs and cell lines listed can be requested from the corresponding authors.

## Data Availability

The GEO accession number is GSE204746 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204746). The following dataset was generated: GarciaGT Kowenz-LeutzE TianTV KlonizakisA LernerJ Andrés-AguayoL SapozhnikovaV BerenguerC Plana-CarmonaM Vila-CasadesúsM BulteauR FrancesconiM PeiróS MertinsP ZaretKS LeutzA GrafT 2023Arginine methylation of C/EBP⍺ controls the speed of immune cell transdifferentiationNCBI Gene Expression OmnibusGSE204746

# Supplementary material for: Carm1-arginine methylation of the transcription factor C/EBPα regulates transdifferentiation velocity
**Source:** eLife. 2023 Jun 27;12:e83951. doi: 10.7554/eLife.83951
**Supplement:** Figure 3—source data 1.

**Figure 3- source data 1.** List of the interactome of C/EBPa^R35A^ and C/EBPa^WT^ in B cells. Shown are log2-based differences in biotin labeling of the full length (p42) C/EBPa^R35A^protein over P42 C/EBPa^WT^ protein. P values indicate significance of differences in the corresponding interactions. See also legend of Figure 3B.

# Supplementary material for: Carm1-arginine methylation of the transcription factor C/EBPα regulates transdifferentiation velocity
**Source:** eLife. 2023 Jun 27;12:e83951. doi: 10.7554/eLife.83951
**Supplement:** Supplementary file 1. — The table lists the antibodies used for the experiments and the sources. Related to Figure 1A, C and D; Figure 2A; Figure 1—figure supplement 1A and Figure 7—figure supplement 2G,H

**Supplementary file 1**

**Antibodies used for cell sorting and Flow cytometry experiments**

|  | | | | |
| --- | --- | --- | --- | --- |
| **Antibody** | **Company** | **Catalogue** | **Species** | **Dilution** |
| CD16/CD32  (FcBlock) | BD Pharmingen | 553142 | Rat | 1:400 |
| CD19-Biotin | BD Biosciences | 553784 | Rat | 1:400 |
| Mac1-Biotin | BD Pharmingen | 557395 | Rat | 1:400 |
| hCD4-Biotin | eBioscience | 13-0049 | Mouse | 1:33 |
| CD19-APC | BD Pharmingen | 550992 | Rat | 1:400 |
| Mac1-PE-Cy7 | BD Pharmingen | 552850 | Rat | 1:400 |
| Ly6g-PE | Pharmingen | 553128 | Rat | 1:400 |
| Mac1-APC | eBioscience | 17-0112-83 | Rat | 1:400 |
| hCD4-PE | BD Pharmingen | 555347 | Mouse | 1:20 |
| hCD16/CD32  (hFcBlock) | Invitrogen | 16-9161-73 | - | 1:20 |
| hCD19-APC-Cy7 | BD Pharmingen | 557791 | Mouse | 1:33 |
| hMac1-APC | BD Pharmingen | 561015 | Mouse | 1:33 |
| CD16/CD32-FITC | BD Pharmingen | 553144 | Rat | 1:400 |
| cKit-APC-Cy7 | Invitrogen | 47-1172-82 | Rat | 1:400 |
| CD34-APC | BD Pharmingen | 560230 | Rat | 1:50 |
| Sca1-PE-Cy7 | BD Pharmingen | 558162 | Rat | 1:400 |
| Sca1-PerCP-Cy5.5 | eBioscience | 35-5981-82 | Rat | 1:400 |
| CD41-PE-Cy7 | eBioscience | 25-0411-82 | Rat | 1:400 |

| **Intracellular staining for flow cytometry** | | | | |
| --- | --- | --- | --- | --- |
| **Antibody** | **Company** | **Catalogue** | **Species** | **Dilution** |
| C/EBPα | Cell Signaling | 8178 | Rabbit | 1:100 |
| Carm1 | Cell Signaling | 12495 | Mouse | 1:100 |
| PU.1 | Abcam | Ab88082 | Mouse | 1:100 |
| BAFF155 | Cell Signaling | D7F8S | Rabbit | 1:200 |
| BAFF155-AsDM | Cell Signaling | 94962 | Rabbit | 1:200 |
| AF488 Anti-rabbit | ThermoFisher | A-11070 | Goat | 1:500 |
| AF555 Anti-mouse | ThermoFisher | A-21422 | Goat | 1:500 |

# Supplementary material for: Carm1-arginine methylation of the transcription factor C/EBPα regulates transdifferentiation velocity
**Source:** eLife. 2023 Jun 27;12:e83951. doi: 10.7554/eLife.83951
**Supplement:** Supplementary file 2. — The table lists the chemical reagents used for western blot experiments. (Figures 3C;; 7A, B, C; Figure 4—figure supplement 1C; Figure 7—figure supplement 2A,D,E).

**Supplementary file 2**

**Chemical reagents used to prepare buffers for western blot.**

| **Running buffer** | **Transfer buffer** | **TBST** |
| --- | --- | --- |
| 25mM Tris-base | 25mM Tris-HCl pH=3.8 | 10mM Tris HCl=7.5 |
| 200mM glycine | 200mM glycine | 100mM NaCl |
| 0.1% SDS | 20% methanol | 0.1% Tween 20 |

# Supplementary material for: Carm1-arginine methylation of the transcription factor C/EBPα regulates transdifferentiation velocity
**Source:** eLife. 2023 Jun 27;12:e83951. doi: 10.7554/eLife.83951
**Supplement:** Supplementary file 3. — The table lists the antibodies used for western blot experiments and their sources (Figures 3C;; 7A, B, C; Figure 4—figure supplement 1C; Figure 7—figure supplement 2A, D, E).

**Supplementary file 3**

**Antibodies used for western blot experiments**

| **Antibody** | **Company** | **Catalogue** | **Species** | **Dilution** |
| --- | --- | --- | --- | --- |
| C/EBPα | Cell Signaling | 8178 | Rabbit | 1:1000 |
| aDMA | Cell Signaling | 13522S | Rabbit | 1:1000 |
| aDMA | Upstate | #07-414 | Rabbit | 1:1000 |
| HA | Covance | #MMS-101R | Mouse | 1:1000 |
| Flag | Sigma | F3165 | Mouse | 1:1000 |
| Flag | Abnova | PAB 29056 | Chicken | 1:1000 |
| BAFF155 | Cell Signaling | D7F8S | Rabbit | 1:1000 |
| BAFF155-AsDM | Cell Signaling | 94962 | Rabbit | 1:1000 |
| PU.1 | Abcam | Ab88082 | Mouse | 1:1000 |
| Vinculin | Merck | V9131 | Mouse | 1:200 |
| Gapdh | Abcam | Ab8245 | Mouse | 1:5000 |
| H3 | Abcam | Ab10799 | Mouse | 1:1000 |

# Supplementary material for: Carm1-arginine methylation of the transcription factor C/EBPα regulates transdifferentiation velocity
**Source:** eLife. 2023 Jun 27;12:e83951. doi: 10.7554/eLife.83951
**Supplement:** Supplementary file 4. — The table lists the peptides used for the in vitro Carm1 methylation experiments (Figure 7—figure supplement 2C).

**Supplementary file 4**

**Peptides used for in vitro methylation experiments**

| **Peptides** |
| --- |
| YEAEPRPPMSS, aa 7-17 |
| AFGFPRGAGPA, aa 30-40 |
| LFQHSRQQEKA, aa 81-91 |
| GYLDGRLEPLY, aa 137-147 |
| EPLYERVGAPA, aa 144-154 |
| GAPALRPLVIK, aa 151-161 |
| IKQEPREEDEA, aa 160-170 |
| AHPDLRASGGS, aa 259-269 |
| SNEYRVRRERNNIA, aa 282-295 |
| NIAVRKSRDKAK, aa 293-304 |
| DKAKQRNVETQ, aa 301-311 |
| SDNDRLRKRVEQL, aa 319-331 |
| VEQLSRELDTL, aa 328-338 |
| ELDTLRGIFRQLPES, aa 334-348 |
| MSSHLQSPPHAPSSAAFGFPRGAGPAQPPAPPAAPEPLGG aa 15-54 |
| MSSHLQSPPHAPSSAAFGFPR(me2)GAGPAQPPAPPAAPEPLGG aa 15-54 |
| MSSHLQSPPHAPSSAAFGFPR/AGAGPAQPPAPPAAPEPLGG aa 15-54 |
| PRMT4 peptide substrate |
| Histone H3 aa 1-21 |
| Histone H4 aa 1-21 |

How the deposited data were processed for this re-analysis (not part of the article)

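RNA-seq of B cells undergoing BMT was analysed for 3 constructs, C/EBPα WT, C/EBPα R35A and C/EBPα R35K, at 0, 1, 3, 6, 18 and 120 hpi. Each of the 18 combinations of construct and timepoint has 2 biological replicates, which gives 36 libraries. Every library was mapped to its condition through the name of its column and its sample title, and 0 columns of the tables were left unused. The ATAC-seq and ChIP-seq data of the paper were not analysed here.

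According to the paper's methods, the authors prepared stranded libraries from polyadenylated RNA of sorted cells, checked the reads with FastQC, aligned them to mm10 with STAR, counted reads per gene with STAR's own counting and normalized with DESeq2. The paper's text names neither the annotation release nor the strand column of the counts. The count tables hold whole numbers for 40354 genes, not normalized. The log2 tables hold 19067 genes. Each log2 value was recovered, for 100% of the values in every library, as the log2 of the count divided by the library's size factor plus 1, and the factors lay within 0.647% of size factors computed here over the 36 libraries. The genes left out of the log2 tables had at most 116 counts summed over the libraries, and those kept had at least 77, so the 2 sets are not separated by this sum alone. The R35K libraries have count and log2 tables of their own.

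The total count per library lay between 13044456 and 23131776, with a median of 15471229.5. These are reads counted on genes, a different measure from the reads sequenced that the paper's methods give. Gene symbols were looked up in GENCODE vM21, where 39171 of the 40354 symbols (97.07%) were found, and all coordinates are from mm10. A group in which every library had 3 or fewer counts of a gene was treated as being at the detection floor, and folds against it were computed against 3 counts and given as lower bounds. Floors cover counting error only.

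Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The 24 wild-type and R35A libraries were fitted together over 12 groups, with filterByExpr as the low-count filter (16988 genes), TMM normalization and quasi-likelihood F tests. The 12 R35K libraries were fitted alone (16434 genes). Changes from 0 hpi were called at the thresholds of the paper's methods, a log2 fold change of at least 0.5849625, taken in either direction, and a p of at most 0.05, taken as unadjusted since the methods do not say. Comparisons between constructs were called at the same fold change with a Benjamini-Hochberg adjusted p of at most 0.05. So were differences between constructs in the change from 0 hpi (interactions) and changes between other timepoints. The paper's text names no test of single genes for these. For its signature genes, a legend names paired Student's t-tests at single timepoints and an ANOVA. Standard errors of log2 fold changes were derived from the F statistic. Gene lists were tested with fry, and with camera at a preset correlation of 0.01 as an alternative. The genes of a list are not independent replicates. Counts of list genes use adjusted p without a fold threshold.

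The PCA followed the paper's methods, with averaged replicates and scaled genes. For R35K the counts of both tables were normalized together with size factors over the 36 libraries. Clusters were computed with Pearson correlation distance and ward.D2 linkage on the averaged values. Gene Ontology enrichment was not tested here. V gene usage was compared between libraries as a distance between the shares of the V genes, corrected for the distance that counting noise alone gives, so that values near 0 mean no difference beyond sampling.

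The replicate numbers were tested as a possible pairing across groups, by correlating the replicate differences of 10677 genes between groups. Over 153 pairs of groups the median Pearson correlation was −0.01, with 9 pairs above 0.1, so replicates were treated as unpaired and a block on the replicate number was kept as an alternative. The median squared difference between the replicates of a group over genes was 1.077 to 2.165 times that of counting noise alone, with a middle value of 1.2715 over the 18 groups. The labels and the paper give no sequencing dates or batches.

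The pipeline was tested on simulated data. With 200 of 16988 genes changed in R35A cells at 1 hpi, the interaction test over the 16253 genes past the low-count filter recovered 191 (95.5%) with 3 false calls, and the direct comparison at 1 hpi recovered 199 (99.5%) with 2. A contrast with no changed gene gave 1 call. A DESeq2 Wald test over the 16988 genes recovered 189 (94.5%) with 0 false calls. The simulated counts had 0 genes called in the wrong direction. The changed genes were drawn from those with higher counts and moved at least 2-fold, up or down. All other genes kept the same mean in every group. The simulation therefore does not cover low-count genes, changes near 1.5-fold, or as many changed genes as the data hold.

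The alternatives were a DESeq2 1.42.0 Wald test, DESeq2's size factors in edgeR, no low-count filter, a filter of at least 10 counts in every library of a group, a 2-fold threshold, adjusted against unadjusted p, a fit of the compared groups alone, a block on the replicate number, and leaving out each library in turn. For the lists and correlations these included DESeq2's log2 fold changes, camera, the lists without the 2 genes read from misprinted symbols, and all tested genes in place of the changed ones. For the PCA and the clusters, unscaled genes, all genes past the filter, edgeR log2 CPM with a prior count of 2, single replicates, and average linkage were used. List medians with counts set to at least 3, and a joint fit of the 36 libraries, were chosen after seeing the data. The other alternatives were set before the data were examined.

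The genes named in the text are those the paper names, the genes of the lists, and the 5 genes with the largest rise and the 5 with the largest fall in the difference between constructs in the change from 0 to 1 hpi, among genes with a mean log2 CPM of at least 1 over all libraries whose R35A replicates both lay on the same side of both wild-type replicates at 1 hpi. Some genes that the paper names are not reported here. The lists are the B cell and macrophage signature genes of the paper's methods, and lists of fibroblast markers and immediate-early genes that were fixed before the data were examined. The immunoglobulin V gene families fall outside this rule and were chosen after values of the heavy chain family were seen.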

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

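The tests below on heavy chain V genes, on a handling response, on feeder RNA and on feeder RNA as a source of Esr1 were chosen after the result they concern was seen, and the others before.

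The change from 0 hpi differed between R35A and wild-type cells, by a test of the difference itself, for 2384 genes at 1 hpi, 2202 at 3 hpi, 1742 at 6 hpi, 1421 at 18 hpi and 2460 at 120 hpi. Several technical sources of the difference at 1 hpi were tested, and the values in this paragraph argue against each as the whole cause. Larger R35A libraries are argued against by thinning every library to 13044456 counts, after which 2287 genes differed, 2137 of them shared with the 2384. Removing a smooth trend on GC content and transcript length left 93.68% of the genes with their direction and fold change. The 10 most abundant genes took between 3.97% and 8.6% of the counts of a library. A handling response in the libraries at 1 hpi alone is argued against by the direct comparisons of the constructs, which share no library between timepoints. Of the 3285 genes that differed at 1 hpi, 2073 also differed at 3 hpi in the same direction, against 281 expected by chance, and 1662 at 6 hpi, against 228.

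Activity of the R35A construct before induction would shift R35A cells at 0 hpi along the later change. The 1574 genes that were lower at 1 hpi in wild-type cells had a median log2 fold change of −0.0940 between R35A and wild-type cells at 0 hpi, and the 1814 genes that were higher had a median of 0.08. Both lie outside what 20 simulations without such a shift gave, −0.03 to −0.02 and 0.02 to 0.04. A small shift beyond independent noise per gene is therefore present at 0 hpi. The simulations hold no difference between libraries that many genes share, such as more feeder RNA. At 0 hpi the 12 fibroblast markers had a median log2 fold change of 0.08, with 11 higher and 1 lower in R35A cells. Whether construct activity or feeder RNA gives the shift was not tested. The size of the shift is far below the difference at 1 hpi, which argues against leakiness as the whole cause. A contribution to the difference may remain.

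The values leave 3 technical explanations open, each at least in part. The first is a higher level of the construct's transcript in R35A cells. Cebpa had a log2 fold change of −0.13 between R35A and wild-type cells at 0 hpi, but no value shows that its counts include the construct, so the 2 levels cannot be told apart from it. In fibroblast lines the paper reports less mutant than wild-type protein, and it proposes the same for its pre-B cell line. It argues that higher expression does not simply explain the gain of function. Those values are of protein in other cells, not of the transcript in these libraries. The second is feeder RNA, as a source of the gain in the 899 genes that passed upward or by dilution of the 1485 that passed downward. The difference in change of the 12 fibroblast markers at 1 hpi ran from −0.41 to 1.39, with 7 upward and 5 downward. At 3, 6 and 18 hpi its median was −0.33, −0.38 and −0.44, with 9, 10 and 10 downward and 3, 2 and 2 upward. All 20 macrophage signature genes were upward at these timepoints. If the markers come from feeder cells, this argues against feeder RNA as the source of the macrophage gene difference from 3 to 18 hpi. What feeder RNA could add to a gene was bounded with each marker that gained. The bound is the marker's gain times the lowest ratio of the gene to that marker in any group from 0 to 18 hpi. It holds only for a marker that comes from feeder cells with a fixed profile, which was not tested for single markers. The markers' log2 fold changes from 0 to 1 hpi in wild-type cells ran from 0.51 to 2.70, so they cannot all meet this. Of the CPM gained by the 899 genes, 24.02% lay above this bound with Dcn, and from 70.4% to 92.36% with the other 6 markers that gained. Of the 16 macrophage signature genes among the 899, 12 lay above it with Dcn and all 16 with the others. If the bound holds for any of these markers, feeder RNA is argued against for most of the 16. Its share in the other genes cannot be told apart from a gain in the cells themselves. Dilution would lower alike the transcripts that feeder cells do not hold. The differences in change of the 20 B cell signature genes at 1 hpi ran from −2.18 to −0.27. Which of them feeder cells also hold was not tested, and the normalization hides a shift of most genes. At 1 hpi, dilution and a fall in the cells themselves therefore cannot be told apart either. At 3 and 6 hpi all 20 genes were lower in R35A cells, with medians of −1.27 and −1.04. Dilution would need more feeder RNA in R35A cells, but 9 and 10 of the 12 markers were lower there, against 3 and 2 higher. If the markers come from feeder cells, this argues against dilution for the B cell signature genes at 3 and 6 hpi. The third is a difference in cell pools. If the cells at 0 hpi and at later timepoints came from different pools, the shares of immunoglobulin V genes could differ between them. In R35A cells the median distance between the shares of 149 heavy chain V genes at 0 hpi and at 1, 3 and 6 hpi was 0.354, against 0.0974 among 1, 3 and 6 hpi. The distance was 0.15 against 0.0595 in wild-type cells and 0.27 against 0.0876 in R35K cells. Between constructs it was 0.0139 at 0 hpi and 0.321 at 1 hpi. For 123 kappa light chain V genes, the distances in R35A cells were 0.935 and 0.439, on 69 counts in each replicate at 1 hpi, and the distances among 1, 3 and 6 hpi reached 0.956. Different cell pools and a loss of V gene transcripts that is uneven across V genes cannot be told apart from these values, because the R35A libraries held 2216 and 2852 heavy chain V gene counts at 0 hpi and 389 and 390 at 1 hpi. The replacement of arginine 35 itself is the biological explanation the design names, and it stays open beside these. Differences between sequencing batches could not be tested.

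At 120 hpi the constructs differed in 3187 genes, where RNA of feeder cells or a bias could matter more. The fibroblast markers go with feeder RNA, as their difference in change from 0 to 120 hpi had a median of 1.32, with 10 of the 12 differences upward in R35A cells. Of the CPM gained by the 2103 genes higher in R35A cells, 74.64% lay above the bound on feeder RNA given for 1 hpi with Col1a2, which gave the highest bound of the 9 markers that gained, and 93.47% with Sparc. The bound assumes markers that come from feeder cells whose profile stays the same until 120 hpi. From 0 to 120 hpi the markers' log2 fold changes ran from −8.36 to 2.49 in wild-type cells and from −7.78 to 0.74 in R35A cells. They therefore cannot all meet this assumption, and the bound cannot decide how much of the gain is feeder RNA. Removing the trend on GC content and transcript length left 89.03% of the genes with their direction and fold change. A difference between the constructs in the macrophages they yield, or in the timing of their maturation, was not tested.

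The wild-type libraries at 1 hpi held 150.8 CPM of Esr1, against 62.16 CPM at 0 hpi, 27.8 CPM at 18 hpi and 118.3 CPM at 120 hpi. The paper does not report this gene, whose counts could include the estrogen receptor part of the fusion construct. In R35A cells Esr1 was 55.7 CPM at 0 hpi and 46.47 CPM at 1 hpi, and in R35K cells 63.14 and 74.19 CPM. All 12 fibroblast markers also rose from 0 to 1 hpi in wild-type cells, by 0.51 to 2.70 on the log2 scale, which goes with feeder RNA as a source. In R35A cells all 12 rose as well, by 0.23 to 3.30, while Esr1 did not. Between 6 and 18 hpi in wild-type cells the log2 fold change of Esr1 was −2.17, while those of the markers ran from −1.21 to 0.38. The values of R35A cells and of this later interval argue against feeder RNA as the whole source. Whether the counts come from the construct, which gene models of mm10 do not hold, or from the endogenous gene was not tested, and neither was a biological explanation.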

How the results depend on the processing

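Counts set to at least 3 and the fit of all 36 libraries were chosen after seeing the data. Over 97 results and 20 alternatives that keep all libraries, 379 values for comparisons and 72 for single named genes stayed within set limits. For a test, the limit was the same direction and side of its threshold, for a count of genes 1.5 times the count reported, and for other values the spread between replicates. The values beyond these limits are given here, and the cause was not tested except where it is stated. Fitting only the groups compared gives no value for differences in change, lists, correlations, PCA or clusters, where it was not run.

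A 2-fold threshold lowers every count by construction. Changes from 0 hpi then numbered 1815, 2053, 2601 and 4672 genes at 1, 3, 6 and 18 hpi in wild-type cells, 3731, 3706, 3741 and 4365 in R35A cells, and 3207, 3139, 3375 and 3883 in R35K cells, and those in wild-type or R35A cells 4135, 4202, 4381 and 5805. R35A cells differed from wild-type cells in 1722, 1562, 1179, 879 and 1920 genes from 1 to 120 hpi, and in the change from 0 hpi for 1289, 1176, 861, 725 and 1472 genes. It left 761 genes between R35A cells at 1 hpi and wild-type cells at 18 hpi, 434 transient increases in wild-type cells, 243 changes from 1 to 6 hpi and 1208 from 6 to 18 hpi in wild-type cells, and 30 and 270 in R35A cells.

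The count of genes that differed between R35A and wild-type cells at 0 hpi went from 0 to 1 with a DESeq2 Wald test, 1 with a block on the replicate number, 5 in a fit of the groups compared, 16 without the low-count filter and 261 by unadjusted p. Changes from 1 to 6 hpi in R35A cells went from 95 to 49 with the DESeq2 Wald test and 355 by unadjusted p.

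For the lists, DESeq2's log2 fold changes moved the median difference in change of the B cell genes to −1.46 at 1 hpi, −1.23 at 3 hpi and −0.38 at 18 hpi. At 120 hpi, fry gave a downward adjusted p of 0.0237, although their median was 0.48 and 14 of the 20 genes were higher, so no rise passed. The list no longer passed with a block on the replicate number (median 0.48, adjusted p = 0.107) or with camera (median 0.48, adjusted p = 0.361). Over the alternatives and fry, the adjusted p otherwise stayed under 0.05. The macrophage genes at 120 hpi did pass with DESeq2's size factors (−0.21, adjusted p = 0.0295) and with the block (−0.18, adjusted p = 0.0484), against 0.0576. With counts set to at least 3, the median was 0.20 for the B cell genes at 120 hpi and 1.82 for the macrophage genes at 3 hpi.

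The correlations depended on the genes included. Over all tested genes, rho was 0.744, 0.764, 0.808, 0.851 and 0.924 from 1 to 120 hpi and the slope 1.06, 1.11, 1.03, 0.928 and 0.911. Over genes changed by adjusted p, rho was 0.829, 0.829, 0.848 and 0.866 from 1 to 18 hpi and the slope 1.18, 1.23, 1.103 and 0.959. DESeq2's log2 fold changes gave slopes of 1.19, 1.23, 1.11, 0.966 and 0.934, and DESeq2's size factors 0.913 at 120 hpi.

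In the PCA of R35A and wild-type cells, unscaled genes gave 73.7% on PC1 and 18.3% on PC2, a ratio of distances at 1 hpi of 0.342 and a relative distance at 120 hpi of 0.0982. All genes past the filter gave 52.2%, 27.7% and a ratio of 0.340, and edgeR log2 CPM gave 56.4% on PC1, 0.342 and 0.150. In the PCA of R35K and wild-type cells, unscaled genes gave 74.8%, 15.7%, 0.741 and 0.0745, all genes past the filter 53.3% on PC1, and edgeR log2 CPM 57.2%, 25.1%, 1.12 and 0.1247. Without scaling, the wild-type cells closest to R35K cells at 1 hpi were those at 18 hpi in place of 6 hpi, so that this placement depends on the scaling. Average linkage gave clusters of 4859 genes for the macrophage genes, with 61.84% higher in R35A cells, and 6569 genes for the B cell genes, with 45.56% lower, so that most genes there were no longer lower. Genes changed by adjusted p gave 79.97% and 78.42%.

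With each library left out in turn, values were recomputed without tests, since a group then has 1 library. Over 54 results, 2 changed sign. The difference of Med7 at 1 hpi ran from −0.0752 (without R35A replicate 2 at 0 hpi) to 0.18, with −0.00163 without wild-type replicate 2 at 1 hpi. The median of the macrophage genes at 0 hpi, R35A against wild-type cells, ran from −0.0641 (without wild-type replicate 2) to 0.14, with −0.000407 without R35A replicate 2. The median difference in change of the B cell genes ran from −1.56 to −1.49 at 1 hpi, −1.29 to −1.25 at 3 hpi, −1.09 to −0.99 at 6 hpi, −0.33 to −0.25 at 18 hpi and 0.20 (without R35A replicate 2) to 0.70 (without wild-type replicate 2) at 120 hpi, and at 0 hpi between the constructs from −0.1253 to −0.1048. That of the macrophage genes ran from 1.01 to 1.45, 1.71 to 2.21, 1.26 to 1.85, 1.21 to 1.54 and −0.30 (without wild-type replicate 1 at 0 hpi) to −0.0293 (without R35A replicate 2 at 0 hpi). The Spearman correlation of the log2 fold changes ran from 0.796 to 0.817, 0.80 to 0.814, 0.826 to 0.838, 0.850 to 0.861 and 0.922 to 0.930, and the slope from 1.05 to 1.19, 1.09 to 1.23, 0.986 to 1.11, 0.898 to 0.976 and 0.867 to 0.944. With replicates of 1 number alone, PC1 carried 53.9% to 54.1% and PC2 26.7% to 26.9% for R35A, with a ratio of 0.3483 to 0.3496, and 55.2% in both cases and 23.7% to 24.0% for R35K, with a ratio of 1.03 to 1.04 and a relative distance at 120 hpi of 0.131 to 0.137. Of the named genes, 5 others moved by more than the spread between replicates: Gbgt1 (5.95 to 9.07), Fpr2 (4.88 to 6.62), n-R5-8s1 (2.64 to 6.88), Acod1 (4.77 to 7.73) and Mgl2 (−10.33 to −6.42), all with groups at or near the detection floor or a single high count.

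DESeq2's size factors in edgeR moved the median log2 fold change of all genes by 0.12 at 18 hpi and 0.16 at 120 hpi in wild-type cells and by 0.13 at 120 hpi in R35A cells, against the TMM normalization, and changes there are relative to that shift. The split of genes by direction moved by more than 10 points for the changes from 1 to 6 hpi in wild-type cells, from 37.8% to 50.1% upward with these size factors, for those from 1 to 3 hpi in wild-type cells, from 34.1% to 23.6% (89 genes) with the DESeq2 Wald test, and for those from 3 to 6 hpi in R35A cells, from 26.7% to 0% (6 genes). The larger side changed for genes that differed between R35A and wild-type cells, from 43.99% to 51.36% higher in R35A cells at 1 hpi and from 46.81% to 52.06% at 3 hpi with the size factors, for changes from 0 hpi at 1, 3, 6 and 18 hpi in R35A cells, from 49.14% to 55.52%, 48.5% to 54.21%, 49.13% to 54.53% and 49.21% to 53.81% upward, and for those from 3 to 6 hpi in wild-type cells, from 46.59% to 55.17% upward. With the DESeq2 Wald test it also changed for the difference in change at 3 hpi, from 42.64% to 50.05% upward.

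Depth limits the genes near the detection floor. At 120 hpi 4 of the 20 B cell genes and at 1 hpi 1 of the 20 macrophage genes had a group with 3 or fewer counts in each library, so that their fitted changes depend on the prior count.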

Differences from the paper's values

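In each comparison below, the paper's values come first. For the correlation of the log2 fold changes of R35A and wild-type cells, the paper's rho read by eye is about 0.86 at 1 hpi, about 0.86 at 3 hpi, about 0.87 at 6 hpi, about 0.9 at 18 hpi and about 0.95 at 120 hpi in Figure 1—figure supplement 1D, against 0.818, 0.817, 0.838, 0.861 and 0.932 here. The difference exceeded the change that leaving out single libraries gives. None of the 13 alternatives set before the data were examined closed the gap at any of the 5 timepoints.

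The paper gives 1103 to 1868 genes for its clusters I, II and VII, without saying which number belongs to which cluster. Here the cluster that held the B cell genes of cluster VII held 1918 genes, which lies within 1.5 times the paper's 1868 but not its 1103. With the genes changed by adjusted p it held 1682 genes, again within 1.5 times 1868 alone, and with average linkage 6569, within neither. The cluster that held the macrophage genes held 2957 genes, beyond 1.5 times either number, but it joins the genes named for clusters I and II, so it has no single counterpart. By adjusted p it held 2656 genes, within 1.5 times 1868 alone, and with average linkage 4859, within neither.

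The paper states that expression hardly changes from 6 to 18 hpi. Here 2265 genes changed in wild-type cells and 727 in R35A cells over that interval, and the B cell signature genes had a median log2 fold change of −1.86 in wild-type cells. With a 2-fold threshold, the counts were 1208 and 270. The paper also states that expression hardly changes from 1 to 6 hpi, beside regulatory elements of B cell and macrophage genes and without saying which genes this covers. Over that interval the B cell signature genes had a median log2 fold change of −0.47 in wild-type cells here and −0.02 in R35A cells, and 825 and 95 of all genes changed. With a 2-fold threshold, 243 and 30 genes changed, and a DESeq2 Wald test called 49 genes in R35A cells.

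The paper states that the constructs differ most early, between 0 and 1 hpi, and most significantly from 1 to 3 hpi. Here the change from 0 hpi differed in 2384 genes at 1 hpi, 2202 at 3 hpi and 2460 at 120 hpi. In the direct comparison, 3285 genes differed at 1 hpi and 3187 at 120 hpi, and in the plane of PC1 and PC2 the constructs lay 79.9 apart at 1 hpi and 42.6 at 120 hpi, so that both put 1 hpi first. With a 2-fold threshold, the direct comparison gave 1722 genes at 1 hpi and 1920 at 120 hpi, which puts 120 hpi first. By adjusted p without a fold change threshold, the difference in change was largest at 1 hpi, with 5778 genes against 5651 at 120 hpi, and this setting also puts the early timepoint first. The paper describes the constructs as alike at 120 hpi. The RMS difference between their mean log2 profiles there was 0.766, against 0.689 at 1 hpi, and of the genes that differed there 2103 were higher and 1084 lower in R35A cells.

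The paper describes a passing rise of gene expression in wild-type cells before B cell genes are silenced. Of the 20 B cell signature genes, 0 were higher than at 0 hpi at 1, 3 or 6 hpi in wild-type cells, by adjusted or by unadjusted p, and under the alternatives tried the count was also 0. Among all 6832 genes lower at 120 hpi, 1240 were higher at 1, 3 or 6 hpi. All 12 fibroblast markers also rose by these timepoints in wild-type cells, and at 120 hpi 10 were lower and 2 higher than at 0 hpi. Feeder RNA was therefore not excluded as a source of some of the 1240.

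The paper states that uninduced cells of the constructs do not differ in the expression of B cell genes. At 0 hpi 0 genes passed the thresholds of the direct comparison, with 261 by unadjusted p, but 19 of the 20 B cell signature genes were lower in R35A cells, with a median log2 fold change of −0.11 and 11 genes at an adjusted p of at most 0.05 when adjusted over the list alone. The 12 fibroblast markers had a median of 0.08 there, with 11 higher and 1 lower in R35A cells. Dilution by feeder RNA was therefore not excluded for the B cell genes.

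The paper places clusters I and II apart, and assigns cluster IV both to faster activation and to faster silencing. Here the 7 genes named for cluster I and the 4 named for cluster II fell into the same cluster, and 5 of the 8 genes named for cluster IV lay in a cluster with 89.1% of its genes lower in R35A cells at 1 hpi.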

Other observations

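Of the tests in this part, those on V genes and on feeder RNA at 120 hpi are described with the results they concern, the test on transcript decay was set before the result was seen, and that on the tables after it.

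B cell transcripts fell within 1 hr of induction in R35A cells and then stayed level until 6 hpi. A candidate explanation is decay of existing transcripts after their synthesis stops at 0 hpi, which would make the fall on the log2 scale about 6 times as large at 6 hpi as at 1 hpi. The ratio of the median log2 fold change of the B cell signature genes at 6 hpi over that at 1 hpi in R35A cells was 1.00, and that at 3 hpi 0.972, which argues against such decay as the whole cause. The ratio was 1.47 at 18 hpi. In R35A cells 709 genes fell at least 4-fold between 0 and 1 hpi, which in the absence of any synthesis would need a half-life of at most 30 min, and 73.8% of them changed by less than 0.5 on the log2 scale from 1 to 6 hpi. There were 159 such genes in wild-type cells, with 35.8%, and 341 in R35K cells, with 61.6%. A difference between the cells collected at 0 hpi and those collected later, which the V gene distances leave open, was not excluded for this fall.

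The lists fixed for technical questions gave the following values. The 12 fibroblast markers rose from 0 to 1 hpi by a median of 0.99 in wild-type, 1.05 in R35A and 0.65 in R35K cells, and at 120 hpi the change in R35A cells exceeded that in wild-type cells by a median of 1.32. Of the abundant ones, Thbs1 stood at 2900 ± 25.1 CPM (SD, n = 2) in wild-type cells at 0 hpi and 6154 ± 10.3 CPM at 1 hpi, and Fn1 and Sparc stood at 4832 ± 36.2 and 1001 ± 12.4 CPM (SD, n = 2) in wild-type cells at 0 hpi and at 6905 ± 26.9 and 1599 ± 4.77 CPM at 1 hpi, and Sparc at 38.32 ± 4.78 CPM at 120 hpi, where Fn1 stayed at 9150 ± 62.2 CPM. All 12 markers passed the low-count filter, and how much of their RNA comes from the feeder cells was not tested. Over the same first hour, the 11 immediate-early genes rose by a median of 0.93 in wild-type, 0.785 in R35A and 1.204 in R35K cells, with a difference in change of 0.34 between R35A and wild-type cells. Of the 11 genes, Fos, Jun and Junb are also named by the paper for macrophage clusters.

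Replicates lay close together. The share of genes that differed between replicates by more than counting noise at the 0.05 level ran from 5.95% to 20.4% over the 18 groups. Pairs of libraries of different constructs at 0 hpi had a median squared difference of 1.3 to 1.721 times that of counting noise, against 1.199 to 1.39 for replicates at 0 hpi. In wild-type cells at 6 hpi and R35K cells at 3 hpi the mean of the squared differences was raised to 15.12 and 8.151 times that of counting noise, with medians within the range of the other groups.

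Cebpa rose from 41.76 to 107.2 CPM within 1 hr in wild-type cells, from 38.29 to 54.77 CPM in R35A cells and from 39 to 88.46 CPM in R35K cells. Carm1, whose product methylates arginine 35 according to the paper, stood at 70.38 ± 4.13 CPM (SD, n = 2) at 0 hpi and 45.81 ± 7.78 CPM at 120 hpi in wild-type cells.

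In the fit of all 36 libraries, which was chosen after seeing the data, R35K cells differed from R35A cells in 1 gene at 0 hpi (227 by unadjusted p) and in 1467 genes at 1 hpi, and from wild-type cells in 2631 genes at 1 hpi. The difference in change from 0 hpi between R35K and R35A cells was found for 521 genes at 3 hpi, 1018 at 6 hpi, 595 at 18 hpi and 278 at 120 hpi, and that between R35K and wild-type cells for 1729, 2106, 2303 and 1753 genes. The RMS difference between mean log2 profiles at 1 hpi was 0.451 between R35K and R35A cells and 0.666 between R35K and wild-type cells. R35K libraries are in a table of their own. A difference between tables that all timepoints share is argued against by 0 hpi, where the RMS difference was 0.2866 between R35K and wild-type cells, below the 0.298 between R35A and wild-type cells, which share a table. A technical difference in the later R35K libraries alone was not tested, and the replacement of arginine 35 by lysine stays among the open explanations.

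Relative to 120 hpi of the same construct, the macrophage signature genes at 1 hpi stood at a median ratio of log2 normalized counts of 0.634 in wild-type, 0.757 in R35A and 0.798 in R35K cells. The B cell signature genes stood at 0.896, 0.781 and 0.84 of their level at 0 hpi. R35A cells at 1 hpi and wild-type cells at 18 hpi differed by a median of 0.55 for the B cell signature genes, with 17 of the 20 genes past an adjusted p of 0.05, and of 1.12 for the macrophage signature genes, or 0.97 with counts set to at least 3, with 19 past it. Adjusted over the list alone, the counts were 17 and 19.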
